# LncRNA Nostrill promotes interferon-γ-stimulated gene transcription and facilitates intestinal epithelial cell-intrinsic anti-*Cryptosporidium* defense

**DOI:** 10.3389/fimmu.2024.1397117

**Published:** 2024-07-08

**Authors:** Zinat Sharmin, Kehua Jin, Ai-Yu Gong, Silu Deng, Chansorena Pok, Marion L. Graham, Shuhong Wang, Nicholas W. Mathy, Annemarie Shibata, Xian-Ming Chen

**Keywords:** *cryptosporidium*, interferon, lncRNAs, Nostrill, cell-intrinsic defense, intestinal epithelium, transcription

## Abstract

Intestinal epithelial cells possess the requisite molecular machinery to initiate cell-intrinsic defensive responses against intracellular pathogens, including intracellular parasites. Interferons(IFNs) have been identified as cornerstones of epithelial cell-intrinsic defense against such pathogens in the gastrointestinal tract. Long non-coding RNAs (lncRNAs) are RNA transcripts (>200 nt) not translated into protein and represent a critical regulatory component of mucosal defense. We report here that lncRNA Nostrill facilitates IFN-γ-stimulated intestinal epithelial cell-intrinsic defense against infection by *Cryptosporidium*, an important opportunistic pathogen in AIDS patients and a common cause of diarrhea in young children. Nostrill promotes transcription of a panel of genes controlled by IFN-γ through facilitating Stat1 chromatin recruitment and thus, enhances expression of several genes associated with cell-intrinsic defense in intestinal epithelial cells in response to IFN-γ stimulation, including *Igtp*, *iNos*, and *Gadd45g*. Induction of Nostrill enhances IFN-γ-stimulated intestinal epithelial defense against *Cryptosporidium* infection, which is associated with an enhanced autophagy in intestinal epithelial cells. Our findings reveal that Nostrill enhances the transcription of a set of genes regulated by IFN-γ in intestinal epithelial cells. Moreover, induction of Nostrill facilitates the IFN-γ-mediated epithelial cell-intrinsic defense against cryptosporidial infections.

## Introduction

Cell-intrinsic immunity denotes the capacity of a host cell to eliminate an invasive/intracellular infectious agent at the cellular level which is a first line of host defense against intracellular pathogens including intracellular parasites (1). Intestinal epithelial cells are equipped with the necessary molecular machinery to mount cell-intrinsic defensive responses by themselves. Activation of pattern recognition receptors in intestinal epithelial cells leads to the upregulation of antimicrobial factors, secretion of cytokines and chemokines, and priming of immune cells for direct antimicrobial action or for guiding adaptive immune responses. On the other hand, intestinal epithelial cells serve as targets of mucosal immune mediators released from immune cells residing in the mucosa (2). IFNs have been identified as key elements of epithelial cell-intrinsic defense against intracellular pathogens in both mice and humans (3, 4).

The IFN family can typically be categorized into three main types: type I (e.g., IFN-α and IFN-β), type II (IFN-γ), and type III (IFN-λ family) (5). Type I IFNs bind to the conserved receptor IFNAR1/2 to induce transcription of type I IFN-stimulated genes (6). Although type III IFNs bind to the IFNLR1/IL-10RB receptor, they induce highly similar transcriptional responses as type I IFNs (5). IFN-γ binds to the heterodimeric receptor of IFNGR1 and IFNGR2, initiating the transcription of IFN-γ-stimulated genes (ISGs) (5). Canonical IFN-γ signaling employs the JAK/STAT pathway, leading to the activation of STAT1 and subsequent formation of active STAT1 homodimers. These homodimers then bind to gamma-activated sites (GASs) located in the promoters or enhancers of ISGs (6, 7). While the activation of various types of IFN signaling pathways is not mutually exclusive, mounting evidence suggests that IFN-γ plays a crucial role in anti-bacterial and anti-parasite immunity, whereas type I and type III IFNs are primarily associated with anti-viral immunity (3–6). Nonetheless, dysregulation of IFN signaling pathways can have detrimental effects on host defense mechanisms (7, 8). Therefore, activation of the IFN signal pathway is finely controlled and crosstalk between various types of IFN signaling has been demonstrated (6–9). Intestinal epithelial cells have the capacity to generate various type I and III IFNs, exerting autocrine effects (9). Although intestinal epithelial cells themselves do not produce IFN-γ, it is well established that IFN-γ produced from immune cells residing at the intestinal epithelium is essential to intestinal epithelial antimicrobial defense (10). IFN-γ triggers a broad spectrum of cell intrinsic responses aimed at combating intracellular pathogens through mechanisms like nutrient deprivation and the production of potent defense molecules, including reactive oxygen and nitrogen species, immunity-related GTPases (IRGs), and guanylate-binding proteins (GBPs) (3, 4, 8–10). However, numerous intracellular pathogens have developed sophisticated strategies to escape the immune response (11, 12). The specific regulatory components that govern IFN-γ-mediated defense by intestinal epithelial cells against diverse pathogens remain elusive.

Enteric infections caused by a growing spectrum of bacterial, parasitic, and viral pathogens exert significant impacts on intestinal absorption, nutritional status, childhood development, and contribute substantially to global mortality rates (13). *Cryptosporidium*, a coccidian parasite and an NIAID Category B priority pathogen, infects the intestinal epithelium and is a leading cause of infectious diarrhea and diarrheal-related death in children worldwide (14–16). Moreover, this infection can precipitate life-threatening diarrheal illnesses in individuals with AIDS (16). The majority of human *Cryptosporidium* infections are caused by two species: *C. parvum* and *C. hominis* (14), through ingesting *Cryptosporidium* oocysts. After excystation in the gastrointestinal tract to release infective sporozoites, each sporozoite then attaches to the apical membrane of intestinal epithelial cells and forms a parasitophorous vacuole, preventing further infection of other cell types (14). Consequently, intestinal epithelial cells serve as the frontline defense, with epithelial cell-intrinsic defense mechanisms playing a pivotal role in initiating, modulating, and resolving both innate and adaptive immune responses to *Cryptosporidium* infection (17, 18). IFN-γ is a key regulator of cell-intrinsic defense to *Cryptosporidium* infection (17, 18).

Long non-coding RNAs (lncRNAs), RNA transcripts exceeding 200 nucleotides in length, are notable for their non-protein-coding nature, yet many exhibit functional roles (19, 20). Accumulating evidence underscores the critical regulatory contribution of lncRNAs to mucosal defense mechanisms (21, 22). In our previous studies, we identified a lncRNA originating from the *2500002B13Rik* gene, which we termed Nostrill (iNOS transcriptional regulatory intergenic lncRNA locus) (23). We found that Nostrill may facilitate intestinal epithelial defense against *C. parvum* through regulation of the interferon response, albeit the underlying mechanisms remained elusive (24). In this study, we explore the role for Nostrill in IFN-γ-stimulated gene transcription and antimicrobial defense. Our findings indicate that Nostrill promotes the transcription of a subset of genes stimulated by IFN-γ and that the induction of Nostrill enhances the IFN-γ-mediated intestinal epithelial cell-intrinsic defense against *Cryptosporidium* infection.

## Results

### Nostrill knockdown alters gene expression profiles in intestinal epithelium following *Cryptosporidium* infection

Several signaling pathways associated with cell-intrinsic defense are activated in the intestinal epithelium against *Cryptosporidium* following its infection, including the TLR/NF-кB signaling and IFN signaling (17, 18). Whereas signaling of all IFN types are activated in the intestine during *in vivo Cryptosporidium* infection, only IFN-I and IFN-III are activated *in vitro* infection models using intestinal epithelial cells because these cells in culture themselves cannot produce IFN-γ (10, 17, 18). In our previous studies, we demonstrated that knockdown of the lncRNA Nostrill using siRNA leads to a higher parasite burden of *Cryptosporidium* in intestinal epithelial cells (24). This suggested that Nostrill might play a role in the cell-intrinsic anti-parasitic defense. Expanding on this, we carried out comprehensive study by examining the transcriptome of cultured mouse intestinal epithelial IEC4.1 cells cells following *C. parvum* infection at a genome-wide level. These cells were subjected to treatment with a pool of siRNAs to knockdown Nostrill (referred as siR_Nostrill), followed by exposure to *C. parvum* infection for 24h. Consistent with our previous observations (25), siRNA knockdown of Nostrill in IEC4.1 cells increased the parasite infection burden (**Supplementary Figure 1**). The infection also triggered substantial changes in the gene expression patterns in IEC4.1 cells. Specifically, while comparing the gene expression between cells treated with siR_Ctrl (scramble siRNA control) with or without *C. parvum* infection, we identified a significant alteration in the expression levels of 11,761 genes. This shift encompassed both downregulation (5,590 genes) and upregulation (6,171 genes), demonstrating statistical significance at p<0.05 and a fold change >1 (**Figure 1A**). Intriguingly, the extent of gene alterations escalated further in infected cells subjected to siR_Nostrill treatment, revealing a higher count of changes. This encompassed both downregulated (5,791 genes) and upregulated (7,174 genes) entities, all adhering to the same rigorous statistical criteria (**Figure 1B**).

**Figure 1:**
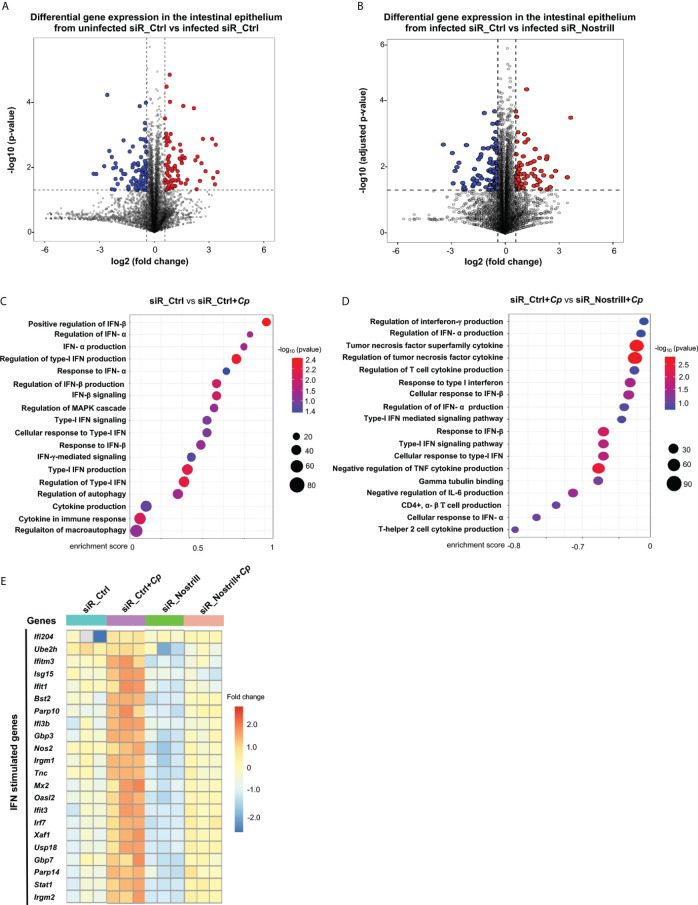
Transcriptomic responses in *Cryptosporidium*-infected IEC4.1 cells with Nostrill knockdown. **(A, B)** Volcano plots illustrating the differential gene expression between two groups. Statistical analysis utilized two-tailed Wald tests. The dashed line represents a false discovery rate cutoff of 0.05. Data were derived from three biological replicates for each group (p < 0.05 with a fold change > 1). Differentially expressed genes between infected siR_Ctrl (24h post-infection) versus uninfected siR_Ctrl (non-specific control siRNA) **(A)** and between infected siR_Nostrill versus infected siR_Ctrl (siRNA to Nostrill) **(B)** are shown. **(C, D)** Gene Set Enrichment Analysis (GSEA) depicting immune defense-related pathways in IEC4.1 cells from infected siR_Ctrl (24h post-infection) compared to uninfected siR_Ctrl **(C)** and in infected siR_Ctrl compared to infected siR_Nostrill (24h post-infection) **(D)**. p-values were calculated using the Kolmogorov–Smirnov test and adjusted via the Benjamini–Hochberg method. Enrichment scores and -log10 p-values for signaling pathways are presented. Red dots indicate smaller p-values, while blue dots indicate larger p-values. **(E)** Heatmap displaying representative transcriptional expression patterns for interferon-stimulated genes (ISGs) across different groups.

Next, through Gene Set Enrichment Analysis (GSEA), we investigated the gene expression profiles in IEC4.1 cells treated with the siR_Ctrl upon infection. In consistent with results from previous studies (17, 18), our analysis revealed activation of several innate defense pathways at the cellular level, such as IFN-mediated signaling and other cytokine-mediated signaling, in the infected cells (**Figure 1C**). Nonetheless, it was observed that pathways related to cellular defense appeared to be suppressed in cells treated with siR_Nostrill following infection, compared with infected cells treated with siR_Ctrl (**Figure 1D**). Genes whose expression levels were significantly altered and differentially expressed between siR_Ctrl-treated IEC4.1 and siR_Nostrill-treated IEC4.1 cells following infection were listed in **Supplementary Table 1**. It’s noteworthy that many of the well-known ISGs exhibited significant changes unique to each sample type. To visualize these changes, we employed unsupervised hierarchical clustering analysis, which generated a heat map illustrating the expression patterns of these differentially expressed immune defense genes, including many ISGs (**Figure 1E**). Intriguingly, genes such as *Ifi204, Irgm1/2, Nos2, Gbp3/7, Usp18, Irf7, Stat1*, and *Isg15*, which were upregulated in response to infection in cells treated with siR_Ctrl, showed decreased upregulation in cells treated with siR_Nostrill following infection. These findings highlight distinct gene expression profiles between infected siR_Ctrl-treated and siR_Nostrill-treated IEC4.1 cells, indicating a compromised cell-intrinsic defense response in cells treated with siR_Nostrill.

### Nostrill modulates the gene expression pattern of intestinal epithelial cells following IFN-γ stimulation

We then asked whether Nostrill induction acts as a host defense response to *Cryptosporidium* infection and can modulate IFN-mediated cell-intrinsic anti-parasitic defense in intestinal epithelial cells. Whereas signaling of all IFN types are activated in the intestine during *in vivo Cryptosporidium* infection, only IFN-I and IFN-III are activated *in vitro* infection models using intestinal epithelial cells because these cells in culture themselves cannot produce IFN-γ (10). Taken advantage on the absence of IFN-γ in the *in vitro* infection models, we investigated the impact of Nostrill induction on cell-intrinsic anti-parasitic defense in response to exogenous IFN-γ using our *in vitro* IEC4.1 cell infection model. 

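The transcriptome data covered IEC4.1 cells, a line of mouse intestinal epithelial cells, in 4 conditions with 3 libraries each. Cells had received a scrambled control siRNA (siR_Ctrl) or a pool of 3 siRNAs against the lncRNA Nostrill (siR_Nostrill) at 120 nM for 24 h. Cells of each kind were then left without IFN-γ or given 1 ng/ml IFN-γ for 4 h, as the paper gives it, while the sample labels give 24 h for every library. mRNA was enriched with oligo(dT) beads and sequenced on a DNBSEQ platform, and reads were filtered with SOAPnuke and aligned to GRCm38.p6 with HISAT2 and Bowtie2. For each library the authors deposited an estimated read count, FPKM and TPM for each of 15002 genes, all of them listed as mRNA. Nostrill itself was not analysed here, so the level of the knockdown target was not used to check the labels. Reads counted on genes ranged from 17952446 to 18253330 (median 18110236) in siR_Ctrl cells and from 18631400 to 19093204 (median 18784741) in siR_Ctrl + IFN-γ cells. They ranged from 17869468 to 18493044 (median 17935362) in siR_Nostrill cells and from 17824306 to 18196757 (median 18060727) in siR_Nostrill + IFN-γ cells. The estimated counts, which were whole numbers for 90.6% to 91.6% of genes in a library, were rounded to whole numbers. Differential expression was tested with edgeR's quasi-likelihood test on all 12 libraries in one fit, with TMM normalization and Benjamini-Hochberg adjustment over the 11900 genes that passed edgeR's default filter on low counts. Within each group, the deviation of a library from its group mean followed the effective length of the gene. The absolute Spearman correlation across genes ranged from 0.193 to 0.782 over the 12 libraries. Genes are not independent replicates, so no p-value is given for that correlation. This length-related spread enters the variance of every comparison between these groups. A trend with length was also present in the log2 fold changes between groups, with a Spearman correlation across genes from -0.657 to 0.649 over the 5 comparisons.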

We first performed a genome-wide transcriptome analysis of cultured IEC4.1 cells treated with the siR_Ctrl or siR_Nostrill in response to IFN-γ. Upon comparing the gene expression patterns between the siR_Ctrl-treated cells with and without IFN-γ stimulation, we have identified many genes that displayed significant differential expression (p<0.05, fold change > 0.5) (**Figure 2A**). Most of these genes are upregulated, confirming the impact of IFN-γ treatment on the cells in consistent with previous studies (26–28). 

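Between siR_Ctrl + IFN-γ and siR_Ctrl cells, 649 of the 11900 genes tested passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p below 0.05 together with an absolute log2 fold change above 0.5, the number was 785. Among alternative settings, the count moved most when the ratio of TPM to FPKM of each library, chosen as a covariate after seeing the data, was added to the fit, to 2006 genes. Irf1 (gene ID 16362, chromosome 11, 53770014 to 53778374, GRCm38.p6) rose from an FPKM of 50.9 ± 4.05 to 578 ± 15.6 (SD, n = 3 each), a log2 fold change of 3.57 (standard error 0.10, adjusted p = 8.50e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).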

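Of the genes called for IFN-γ in siR_Ctrl cells, 560 were higher and 89 lower with IFN-γ, so 86.3% were higher. With DESeq2's Wald test in place of edgeR, 654 were higher and 184 lower. The called genes with the largest fold changes were Cxcl9, Gm4841, Iigp1, Tgtp1 and Tgtp2. All of them were near 0 in siR_Ctrl cells, where fitted fold changes depend on the prior count, so only their levels are given. Cxcl9 (gene ID 17329, chromosome 5, 92321331 to 92328079) had an FPKM of 11.2 ± 1.71 (SD, n = 3) with IFN-γ against 0.0067 ± 0.012 without. Iigp1 (gene ID 60440, chromosome 18, 60373616 to 60392634) reached 85.2 ± 9.60 and Gm4841 (gene ID 225594, chromosome 18, 60268301 to 60273267) reached 22.9 ± 0.374 (SD, n = 3 each). Tgtp1 and Tgtp2 lie close together on chromosome 11 and are closely related genes between which the counting could have split reads, so their separate values of 117 ± 11.2 and 124 ± 14.6 FPKM with IFN-γ are uncertain. The paper states that most changed genes were upregulated and reads this as the effect of IFN-γ on the cells, citing earlier studies.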

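Without IFN-γ, siR_Nostrill cells differed from siR_Ctrl cells in 26 genes at an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 9 were higher and 17 lower in siR_Nostrill cells. The number at an unadjusted p below 0.05 was 1643. DESeq2's Wald test on the same 12 libraries called 257 genes. An edgeR fit on only these 6 libraries called 0 genes after adjustment, with 1143 at an unadjusted p below 0.05, and DESeq2 on the same 6 libraries, a fit chosen after seeing the data, called 66. With each of the 12 libraries left out in turn, edgeR called from 0 to 37 genes, with 792 to 2768 at an unadjusted p below 0.05. The count was 0 without siR_Ctrl replicate 1, without siR_Nostrill replicate 1, 2 or 3, and without siR_Nostrill + IFN-γ replicate 2. The 5 called genes with the largest fold changes were Edn1, Ifit1, Oasl1, Oasl2 and Pkia. Oasl2 (gene ID 23962, chromosome 5, 114896926 to 114912245, GRCm38.p6) rose from an FPKM of 4.56 ± 1.17 to 9.59 ± 1.03 (SD, n = 3 each), with a log2 fold change of 1.10 (standard error 0.14, adjusted p = 0.0189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ifit1 (gene ID 15957, chromosome 19, 34640889 to 34650009) rose by 1.03 on the log2 scale and Edn1 (gene ID 13614, chromosome 13, 42301476 to 42307990) fell by 1.32. Oasl1 (gene ID 231655, chromosome 5, 114923143 to 114937911) rose from 1.26 ± 0.237 to 2.96 ± 0.906 FPKM (SD, n = 3 each). Pkia (gene ID 18767, chromosome 3, 7366604 to 7445366), whose 3′UTR holds a match to the seed of one of the Nostrill siRNAs, fell from 6.47 ± 1.41 to 2.66 ± 0.363 FPKM (SD, n = 3 each). Over the 12 fits that leave out 1 library, Oasl2 was called in 7 and Pkia in 6. Edn1 was called only without siR_Ctrl + IFN-γ replicate 2 or 3, Ifit1 only without siR_Ctrl replicate 3 or siR_Ctrl + IFN-γ replicate 2, and Oasl1 only without siR_Ctrl + IFN-γ replicate 2.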

When comparing the basal gene expression levels between the siR_Ctrl- and siR_Nostrill-treated cells, without IFN-γ treatment, we observed 186 genes that exhibited differential expression (**Figure 2B**). Nevertheless, when comparing expression levels of genes in the siR_Ctrl + IFN-γ-treated cells versus siR_Nostrill + IFN-γ-treated cells, a total of 1,559 genes showed significant differential expression, indicating a notable impact of Nostrill on the gene expression induced by IFN-γ treatment (**Figure 2C**). Out of these genes, 883 were genes whose expression levels were significantly lower in the siR_Nostrill + IFN-γ-treated cells than that in the siR_Ctrl + IFN-γ-treated cells (**Figure 2C**). 

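Between siR_Nostrill + IFN-γ and siR_Ctrl + IFN-γ cells, 51 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1730 had an unadjusted p below 0.05. DESeq2's Wald test on all libraries called 601 genes, limma on log2(FPKM + 1) called 98, and edgeR on only these 6 libraries called 0, with 1563 at an unadjusted p below 0.05. With the trend of gene length removed from each library, a step chosen after seeing the data, 1540 genes were called. Leaving out single libraries gave from 0 to 72 genes, with 1147 to 2161 at an unadjusted p below 0.05. The count was 0 without siR_Nostrill + IFN-γ replicate 1 or 3, and 1 without siR_Nostrill + IFN-γ replicate 2 or siR_Ctrl + IFN-γ replicate 1, 4 without siR_Ctrl + IFN-γ replicate 2, 14 without siR_Ctrl replicate 3, 17 without siR_Ctrl + IFN-γ replicate 3, 18 without siR_Ctrl replicate 2 or siR_Nostrill replicate 2, and 23 without siR_Nostrill replicate 3. Ei24 (gene ID 13663, chromosome 9, 36779153 to 36797334) rose from an FPKM of 19.5 ± 1.37 to 37.6 ± 1.37 (SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.09, adjusted p = 0.00588 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in all leave-one-out fits but those without siR_Nostrill + IFN-γ replicate 1 or 3. Whether siR_Nostrill changed the response to IFN-γ itself was tested as the interaction of both treatments. No gene passed for the interaction in edgeR (0 genes, with 1277 at an unadjusted p below 0.05), nor in DESeq2's Wald test (0 genes, with 1485 unadjusted) or limma on log2(FPKM + 1) (0 genes, with 1284 unadjusted). On simulated counts of that comparison, in which 198 of 11893 genes were changed by 1 or 2 on the log2 scale, edgeR recovered 79.3% of them. These counts had no length trend and the same dispersion for each gene, unlike the real libraries. Smaller changes were not simulated, so the value does not tell whether they would have been found. From the difference between both groups given IFN-γ, the paper concludes that Nostrill has an impact on the gene expression induced by IFN-γ.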

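Of the 51 genes, 29 were lower in siR_Nostrill + IFN-γ cells and 22 higher. At an unadjusted p below 0.05 the numbers were 913 lower and 817 higher, and with an absolute log2 fold change above 0.5 in addition they were 221 and 135. In limma on log2(FPKM + 1), which differs in test, filter and scale, 31 were lower and 67 higher, while edgeR with DESeq2 size factors called 28 lower and 19 higher. The lower genes with the largest fold changes were Gm12666, Mns1, Mlycd and Wwc1. Wwc1 (gene ID 211652, chromosome 11, 35838399 to 35980527) had an FPKM of 8.83 ± 0.470 in siR_Ctrl + IFN-γ and 5.08 ± 0.476 in siR_Nostrill + IFN-γ cells (SD, n = 3 each). Its log2 fold change was -0.87 (adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was also lower by -0.72 without IFN-γ. Mns1 (gene ID 17427, chromosome 9, 72437821 to 72458581) had a log2 fold change of -0.98, Mlycd (gene ID 56690, chromosome 8, 119394852 to 119421838) of -0.94 and Gm12666 (gene ID 68280, chromosome 4, 92190743 to 92191750) of -1.24. The 3′UTRs of Wwc1, Mns1 and Mlycd hold a match to the seed of at least 1 of the Nostrill siRNAs. With each of the 12 libraries left out in turn, Wwc1 and Mns1 were called in 7 fits each, Gm12666 in 6 and Mlycd in 3. Wwc1 and Mns1 lost their calls without any library of siR_Nostrill + IFN-γ or without siR_Ctrl + IFN-γ replicate 1 or 2. Gm12666 lost its call without these and without siR_Ctrl replicate 3, and Mlycd kept its call only without siR_Ctrl replicate 1 or siR_Nostrill replicate 1 or 3. Across the 100 genes most strongly induced by IFN-γ, averaged over both siRNAs, the median log2 fold change between these groups was 0.10 (p = 0.261, camera of limma with an estimated correlation between genes, two-sided, n = 12 libraries), and 31 of the 100 were lower. A preset correlation of 0.01 gave p = 0.0195 and fry gave p = 0.156 (n = 12 libraries), with the median above 0 in both. For the 10 ISGs that the text names for infected cells the median was 0.12 and 3 were lower (p = 0.549, camera of limma, n = 12 libraries). Adjusted over the list alone, 0 of these 10 genes passed in edgeR. Over all genes tested 0 passed as well, with 2 at an unadjusted p below 0.05, and 0 passed in DESeq2's Wald test or in limma on log2(FPKM + 1). In fits chosen after seeing the data, 2 of the 10 passed over all genes and 6 over the list alone (2 of them lower) with the length trend removed, and 5 passed over all genes with the covariate.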

The normalized transcript expression levels of selected genes out of these 883 genes were shown in **Figure 2D**, including *Igtp*, *iNos*, and *Gadd45g*. 

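Igtp (gene ID 16145, chromosome 11, 58199556 to 58207592, with the counts listed on an alternate scaffold) had an FPKM of 522 ± 36.8 in siR_Ctrl + IFN-γ and 465 ± 17.9 in siR_Nostrill + IFN-γ cells (SD, n = 3 each). Its log2 fold change was -0.23 (standard error 0.19, adjusted p = 0.634 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos2, which encodes iNos (gene ID 18126, chromosome 11, 78920787 to 78960226), had 69.2 ± 18.1 and 56.7 ± 3.45 FPKM (SD, n = 3 each), a log2 fold change of -0.34 (standard error 0.21). Its adjusted p was 0.500 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gadd45g (gene ID 23882, chromosome 13, 51846675 to 51848475) had 47.1 ± 10.2 and 30.2 ± 2.79 FPKM (SD, n = 3 each), a log2 fold change of -0.71 (standard error 0.22). It had an unadjusted p of 0.00782 and an adjusted p of 0.158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the log2 fold change ranged from -0.32 to -0.13 for Igtp, from -0.48 to -0.14 for Nos2 and from -0.87 to -0.46 for Gadd45g. IFN-γ raised Igtp and Nos2 in siR_Ctrl cells, from 2.49 ± 1.01 and 4.54 ± 1.33 FPKM, and in siR_Nostrill cells, from 3.71 ± 0.622 and 3.63 ± 0.972 FPKM (SD, n = 3 each). Gadd45g was not called for IFN-γ in siR_Ctrl cells (log2 fold change 0.54, adjusted p = 0.257) or siR_Nostrill cells (-0.067, adjusted p = 0.866, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the length trend removed, it was called in siR_Ctrl cells (0.38, adjusted p = 0.0133, the same test with Benjamini-Hochberg adjustment in edgeR). For 12 genes with RT-PCR primers in Supplementary Table 3, which leave out the autophagy markers, the median log2 fold change was -0.39 and 12 of 12 were lower (p = 0.0447, camera of limma with an estimated correlation between genes, two-sided, n = 12 libraries). Adjusted over the 5 gene set tests planned, the p was 0.112 by the Benjamini-Hochberg method (n = 12 libraries), so the list did not pass in this test. The result depended on the set test. With the same adjustment over 5 tests, fry, which tests the list without comparing it with other genes, gave 0.0189 (0.00757 unadjusted), a preset correlation of 0.01 gave 5.95e-06 (2.38e-06 unadjusted) and camera on log2(FPKM + 1) gave 0.0842 (0.0168 unadjusted), all Benjamini-Hochberg adjusted with n = 12 libraries. Adjusted over the list alone, Gadd45g, Mt3 and Socs3 passed in edgeR. Over all genes tested 0 of the 12 passed, with 6 at an unadjusted p below 0.05, against 2 in DESeq2's Wald test and 1 in limma on log2(FPKM + 1). In fits chosen after seeing the data, 6 passed over all genes and 9 over the list alone with the length trend removed, and 8 passed over all genes with the ratio of TPM to FPKM as a covariate. The list holds genes that the paper selected from these libraries, so it is not independent evidence.

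**Figure D1:**
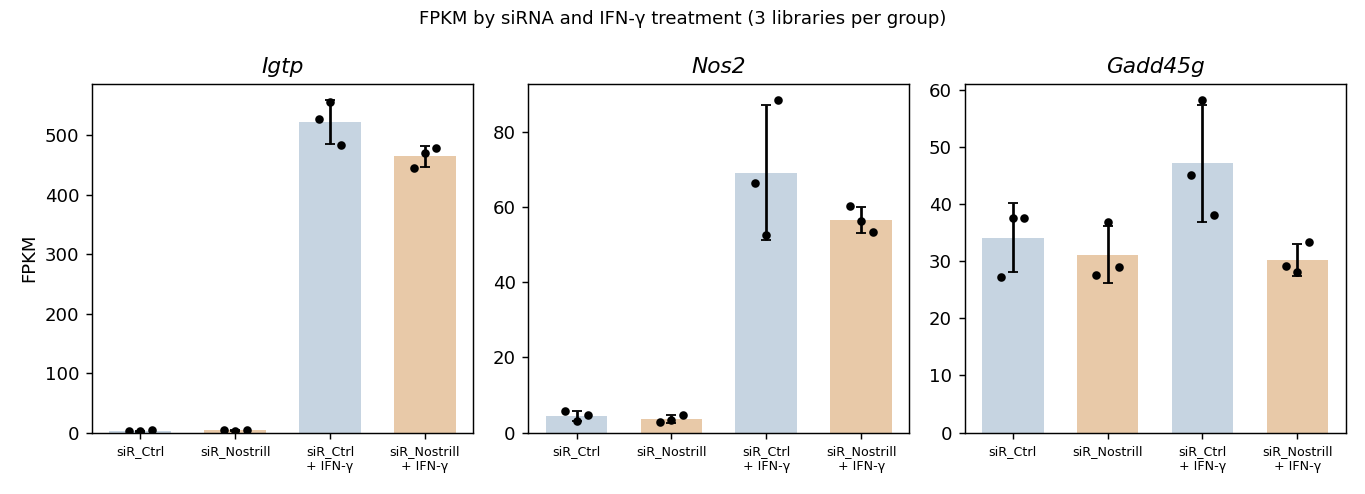
FPKM of Igtp, Nos2 and Gadd45g in the 4 groups, with bars for means, error bars for the SD and points for the 3 libraries of each group. With IFN-γ, the mean of Gadd45g was 47.1 in siR_Ctrl and 30.2 in siR_Nostrill cells.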

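The list of genes that differ between the IFN-γ-treated groups in Supplementary Table 2 holds 1559 genes, 884 with a negative and 675 with a positive log2 fold change in the paper's values. The highest of the paper's p-values in it is 0.0500, and 332 genes have an absolute log2 fold change above 0.5. The gene IDs of 1557 of them were among the genes analysed here, and 1542 passed the filter on low counts. All 1542 had the same sign in edgeR's fit, 1342 had an unadjusted p below 0.05 and 51 an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median effective length was 2134 nt for the genes with lower and 2796 nt for those with higher expression in siR_Nostrill + IFN-γ cells. Of the 1542 genes, 1486 kept their sign and an unadjusted p below 0.05 once the trend of gene length was removed from each library.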

The complete dataset, containing a comprehensive list of genes showing differential expression between these groups, is available in the **Supplementary Table 2**.

**Figure 2:**
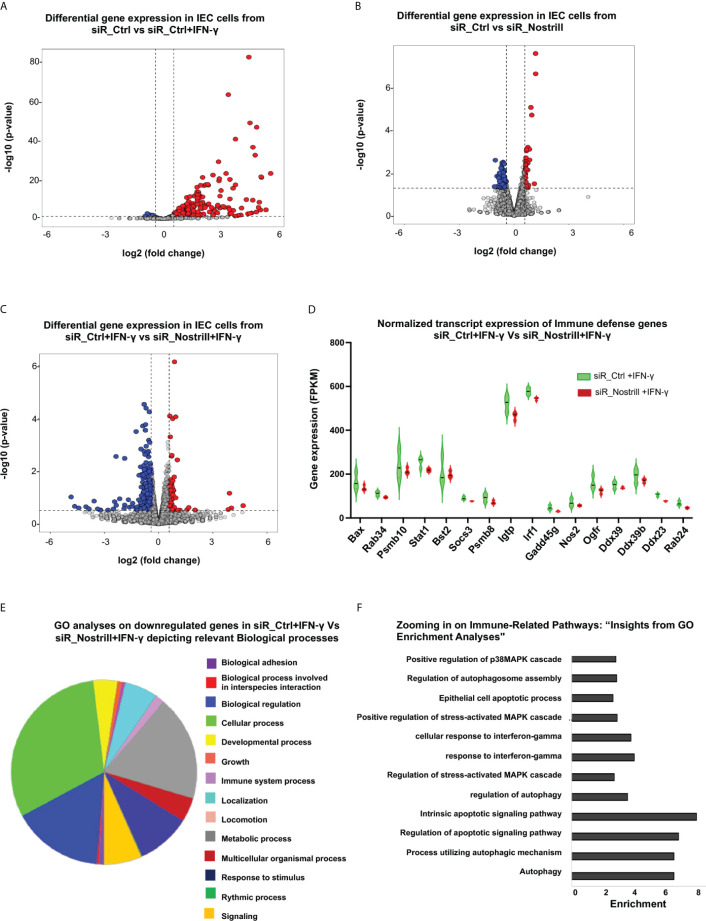
Impact of Nostrill on gene expression in intestinal epithelial cells upon IFN-γ stimulation. **(A-C)** Volcano plots illustrating the differential gene expression between two groups. Statistical analysis utilized two-tailed Wald tests. The dashed line represents a false discovery rate cutoff of 0.05. Data were derived from three biological replicates for each group (p < 0.05 with a fold change > 0.5). Differentially expressed genes between cells treated with siR_Ctrl + IFN‐γ (4 h post-treatment at a dose of 1 ng/ml) versus with siR_Ctrl **(A, B)** cells treated with siR_Nostrill versus siR_Ctrl (without IFN-γ treatment), and cells treated with siR_Nostrill + IFN‐γ (4 h post-treatment at a dose of 1 ng/mL) versus with siR_Ctrl + IFN‐γ **(C)** are shown. **(D)** Violin plot depicting the comparison of normalized transcript expression of host defense genes between siR_Ctrl- or siR_Nostrill-treated cells in response to IFN‐γ stimulation (4 h post-treatment at a dose of 1 ng/ml). **(E)** Gene ontology analyses using PANTHER GO-Slim tool revealed biological processes associated with downregulated genes in siR_Nostrill + IFN‐γ group when compared with that of siR_Ctrl + IFN‐γ group. **(F)** GO-KEGG analysis illustrating the enrichment of decreased Immune-related signaling pathways in response to siR_Nostrill + IFN‐γ treatment.

We then performed gene ontology (GO) analysis to understand the functional enrichment and biological pathways associated with these differentially expressed genes associated with Nostrill in IFN-γ-treated cells. The PANTHER GO-slim tool revealed that signaling pathways associated with cellular process, biological regulation, and immune system process were generally suppressed in siR_Nostrill-treated IEC4.1 cells upon IFN-γ stimulation, compared with that in siR_Ctrl- and IFN-γ-treated cells (**Figure 2E**). 

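Enrichment was tested here on the biological process terms that the deposited tables list for each gene, not with PANTHER. A gene was counted only where the term itself is listed, and genes listed only under more specific terms were not added. The background was 11513 tested genes that carry any term. Immune system process is listed for 305 of these genes and for 0 of the 28 annotated genes lower in siR_Nostrill + IFN-γ cells (one-sided Fisher's exact test, p = 1). A list of 28 genes is too short to show an absence of enrichment for terms as rare as those tested here. Among the 889 annotated lower genes at an unadjusted p below 0.05, immune system process was listed for 20, or 2.25%, against 2.65% of the background (p = 0.809, one-sided Fisher's exact test). Among the 293 lower genes from DESeq2's Wald test and 14313 background genes it was listed for 5 (p = 0.912, one-sided Fisher's exact test).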

To get a deeper understanding of these immune system processes, we integrated GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases to perform functional analysis. 

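Cellular response to interferon-gamma was listed for 1 of the 28 annotated genes lower in siR_Nostrill + IFN-γ cells and for 78 background genes (one-sided Fisher's exact test, p = 0.174). Restricting the test to genes with a mean of at least 5 CPM gave 2 of 54 lower genes (p = 0.0513, one-sided Fisher's exact test). Regulation of MAPK cascade was listed for 0 of the lower genes and for 30 background genes (p = 1), and at an unadjusted p below 0.05 for 3 lower genes (p = 0.412, both one-sided Fisher's exact tests). Autophagy was listed for 1 lower gene and 162 background genes (p = 0.328), and for 8 of the 293 lower genes from DESeq2's Wald test (p = 0.0239, both one-sided Fisher's exact tests). After Benjamini-Hochberg adjustment over the 4 terms tested, the lowest of these Fisher's exact p-values became 0.0954, for autophagy among the lower genes from DESeq2, and 0.205 for interferon-gamma at 5 CPM. Of the autophagy genes with RT-PCR primers, Becn1 had a log2 fold change of -0.36 (adjusted p = 0.110), Sqstm1 of -0.16 (adjusted p = 0.452) and Map1lc3b of -0.087 (adjusted p = 0.785), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the trend of gene length removed, a step chosen after seeing the data, Becn1 was called (-0.32, adjusted p = 0.00378 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Sqstm1 and Map1lc3b were not. The 3′UTRs of Becn1 and Sqstm1 hold a match to the seed of at least 1 of the Nostrill siRNAs.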

The GO KEGG analysis revealed various immune system processes that were downregulated in siR_Nostrill-treated cells in response to IFN-γ, including IFN-γ-mediated cellular responses, regulation of MAPK cascade and autophagy mediators (**Figure 2F**). Expression levels of selected genes associated with cell-intrinsic defense were further validated at the RNA level in cells treated with siR_Nostrill or cells overexpressing Nostrill, using quantitative real-time reverse transcription PCR (qRT-PCR) (**Supplementary Figure 1**).

### Nostrill facilitates chromatin recruitment of Stat1 to promote IFN-γ-mediated gene transcription in intestinal epithelial cells

The canonical IFN-γ signaling utilizes the JAK/STAT pathway to activate Stat1, resulting in the formation of active Stat1 homodimers (5). This complex then binds to gamma-activated sites in the promoters/enhancers of ISGs (5). To determine whether Nostrill and the Stat1 transcription factor have a direct physical relationship with one another, we performed formaldehyde crosslinking RNA immunoprecipitation (RIP) analysis. We observed that the anti-Stat1 immunoprecipitates from IFN-γ-stimulated cells contained a significant amount of Nostrill. In IFN-γ-stimulated cells, immunoprecipitation of Stat1 indicated a 1.8-fold increase in Nostrill enrichment as compared to the untreated control cells (**Figure 3A**).

**Figure 3:**
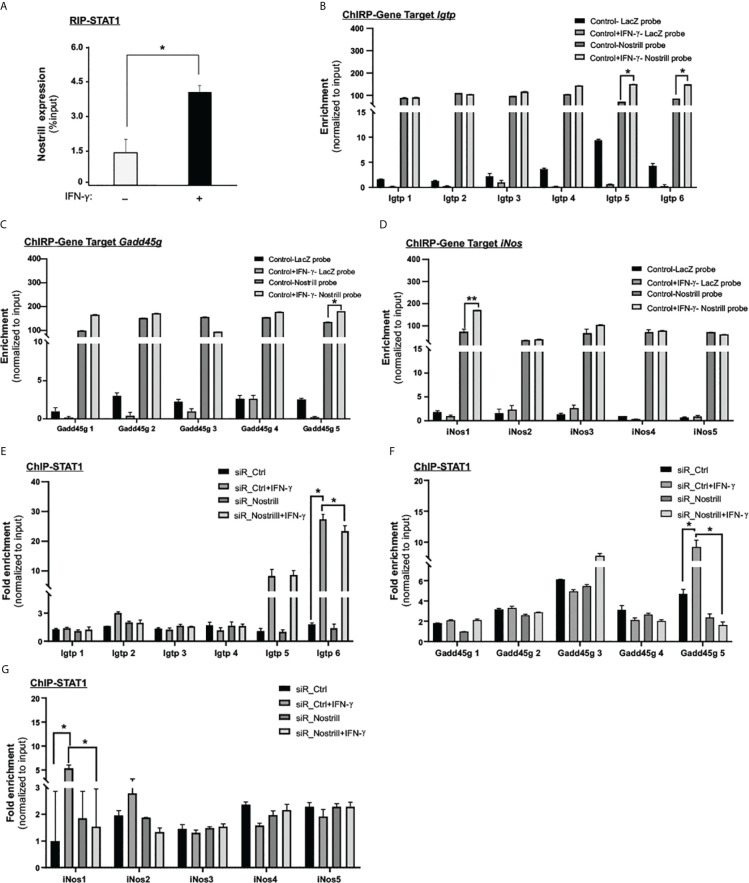
Molecular insights into Nostrill and STAT1 interaction in regulating ISG transcription. **(A)** Evidence of physical interaction between Nostrill and p65 in intestinal epithelial cells. IEC4.1 cells were exposed to a 5 ng/mL dose of IFN‐γ for 2h, followed by RNA immunoprecipitation (RIP) analysis utilizing an anti-Stat1 antibody. The presence of Nostrill was quantified through qRT-PCR and normalized against the percent input. Significance (*p < 0.05) was determined when compared to the control between the indicated groups. **(B–D)** Recruitment of Nostrill to ISG promoter sites following IFN‐γ treatment. IEC4.1 cells were exposed to a 5 ng/mL dose of IFN‐γ for 2h, and subsequent ChIRP analysis was carried out using pool of probes specific to Nostrill, along with designed PCR primer sets targeting Stat1 binding sites of *Igtp, Gadd45g*, and *iNos*. A pool of Lacz probes was used as negative control. Significance levels (*p < 0.05) were assessed in comparison to the control. **(E–G)** Influence of Nostrill siRNA knockdown on Stat1 recruitment to *Igtp, Gadd45g*, and *iNos* promoter sites upon IFN‐γ stimulation. IEC4.1 cells were transfected with siR_Nostrill or siR_Ctrl for 24h, then exposed to IFN‐γ for 2h, followed by ChIP analysis using anti-p65 antibody and designed PCR primer sets. Statistical significance (*p < 0.05) was determined in comparison to siR_Ctrl. Data are presented as means ± SEM with “n” of 3.

To determine if Nostrill binds to specific genomic sites in the promoters of ISGs, potentially facilitating the binding of Stat1, we employed the Chromatin Isolation by RNA Purification (ChIRP) technique. We used biotinylated probes specific to Nostrill to isolate chromatin fragments and then measured the enrichment of Nostrill to the promoter regions of selected ISGs, such as, *Igtp*, *iNos*, and *Gadd45g*. A pool of eight biotinylated tiling oligonucleotide probes unique to Nostrill were utilized to isolate the associated chromatin fragments and a pool of six LacZ probes were used as control. Following the Nostrill pull-down, we conducted qRT-PCR assays employing primers designed to target the Stat1 binding sites within the respective gene promoters. The findings revealed enhanced associations of Nostrill with the promoter regions of these genes in response to IFN-γ stimulation (**Figures 3B–D**). Notably, there was an amplified interaction between Nostrill and the *Igtp* promoter regions 5 and 6 following IFN-γ stimulation (**Figure 3B**). In the case of the *Gadd45g* promoter site 5, a noticeable increase in Nostrill abundance was observed (**Figure 3C**). Likewise, the *iNos* promoter region 1 exhibited an increased enrichment of Nostrill upon IFN-γ stimulation (**Figure 3D**).

To further investigate the potential involvement of Nostrill in docking Stat1 at the promoter regions of three genes: *Igtp*, *iNos*, and *Gadd45g*, we employed chromatin immunoprecipitation (ChIP) to assess Stat1 recruitment in IEC4.1 cells treated with siR_Nostrill (**Figures 3E, F**). The results showed that in siR_Ctrl-transfected cells stimulated with IFN-γ, there was a significant increase of Stat1 enrichment at the site 5 and site 6 regions of the *Igtp* promoter compared to the non-IFN-γ-treated control (p = 0.05) (**Figure 3E**). This suggests that Stat1 plays a role in the transcriptional regulation of *Igtp* in response to IFN-γ. Furthermore, when Nostrill expression was silenced in IEC4.1 cells and then exposed to IFN-γ stimulation, the enrichment of Stat1 at the site 6 region of the *Igtp* promoter was significantly reduced (p = 0.02). Of note, Nostrill was also recruited to the same site 6 region in the IFN-γ-treated IEC4.1 cells (**Figure 3B**). This indicates that Nostrill is involved in the docking or recruitment of Stat1 to the *Igtp* transcriptional region, potentially acting as a co-regulator. Similar observations were made for the *Gadd45g* and *iNos* promoter regions. Following IFN-γ stimulation, enrichment of Stat1 at the site 5 region of the *Gadd45g* promoter showed a significant increase (**Figure 3F**), while at the site 1 region of the *iNos* promoter, it increased significantly in the siR_Ctrl-transfected IEC4.1 cells (**Figure 3G**). However, silencing of Nostrill in cells significantly reduced the enrichment of Stat1 at these corresponding regions of the *Gadd45g* and *iNos* promoters (**Figures 3F, G**). Recruitment of Nostrill was observed to the same regions of the *Gadd45g* and *iNos* promoters in IFN-γ-treated IEC4.1 cells (**Figures 3C, D**). These findings suggest that Nostrill interacts with Stat1 and may function as a co-regulator for the chromatin enrichment of Stat1 to promote IFN-γ-stimulated gene transcription in intestinal epithelial cells.

### Nostrill promotes IFN-γ-mediated intestinal epithelial cell-intrinsic anti-*Cryptosporidium* defense

Our lab has previously demonstrated the induction of Nostrill in intestinal epithelial cells in response to *C. parvum* infection (24). To this end, IEC4.1 cells were infected with *C. parvum* for up to 24h. At 24h following infection, the Nostrill’s induction was apparent, demonstrating a 72% increase in its expression (**Figure 4A**). To investigate the expression profile of Nostrill in a relevant *in vivo* model and gain insights into its potential role in the context of intestinal epithelium, neonatal mice (5 days old) were infected with *C. parvum* via oral gavage. Infection of the small intestinal epithelium by *C. parvum* was evident by immunostaining (**Figure 4B**). Consistent with previous reports (24), the expression of Nostrill was significantly increased at 24h after the infection in the intestinal epithelium (**Figure 4C**).

**Figure 4:**
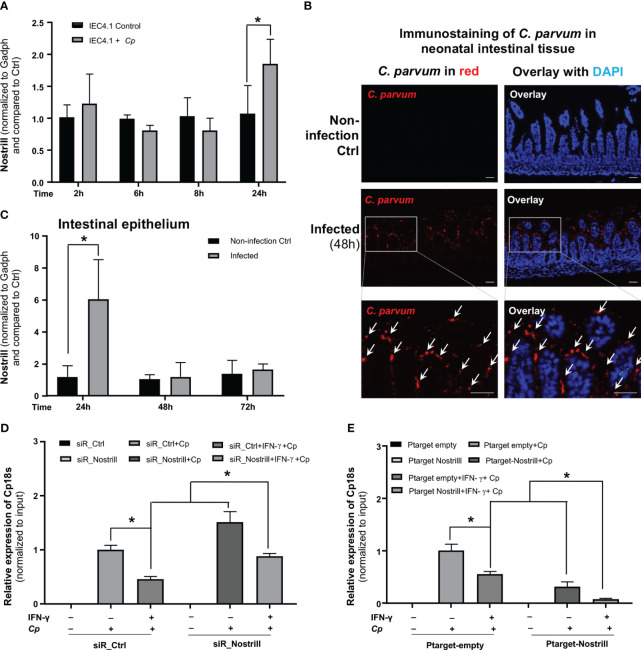
Impact of Nostrill on *C. parvum* infection burden in intestinal epithelial cells in response to IFN-γ. **(A)** Upregulation of Nostrill in cultured intestinal epithelial cells following exposure to *C. parvum* infection. IEC4.1 cells were infected with *C. parvum* for 2-24h and the level of Nostrill was measured via qRT-PCR. **(B)** *C. parvum* infection of the intestinal epithelium in neonatal mice. Neonatal mice, aged 5 days, were orally exposed to *C. parvum*, while control mice received PBS. *C. parvum* infection was confirmed by immunostaining of the parasite in the infected intestinal epithelium (48h post-infection). *C. parvum* was stained in red with the counterstaining of cell nuclei with DAPI in blue. Representative images are shown. Bar = 50 µm. **(C)** Nostrill induction in the intestinal epithelium from infected neonatal mice in response to *C. parvum* infection. Intestinal epithelium samples were collected at 24, 48, and 72h post-infection, and Nostrill expression was quantified using qRT-PCR. **(D, E)** Impact of Nostrill on *C. parvum* infection burden, **(D)** Effect of Nostrill knockdown on *C. parvum* infection burden in a cell culture. IEC4.1 cells were transfected with either siR_Ctrl or siR_Nostrill. Subsequently, they were exposed to IFN-γ 10 ng/ml for 24h and then infected with *C. parvum* for 8h. Quantification of *C. parvum* infection was performed using qRT-PCR. **(E)** The impact of Nostrill overexpression on *C. parvum* infection *in vitro*. IEC4.1 cells were transfected with a Nostrill overexpression plasmid (PTarget-Nostrill) or an empty vector control (PTarget-Empty). After 24h of treatment with IFN-γ 10 ng/ml, the cells were infected with *C. parvum* for 8h, and the extent of infection was quantified via qRT-PCR. Statistical significance was calculated using *t*-test. Significance levels (*p < 0.05). Data are presented as means ± SEM with “n” of 3.

Given the significant impact of Nostrill on IFN-γ-mediated gene transcription in intestinal epithelial cells, we sought to ask whether Nostrill induction may influence IFN-γ-mediated intestinal epithelial cell-intrinsic defense against *C. parvum* infection. To investigate this, we initially primed siR_Ctrl- and siR_Nostrill-treated IEC4.1 cells with IFN-γ and subsequently infected them with *C. parvum*, followed by an assessment of the resulting infection burden. Consistent with previous reports (25, 29), we detected a decreased infection burden in siR_Ctrl-treated IEC4.1 cells primed with IFN-γ (**Figure 4D**). Intriguingly, knockdown of Nostrill with the siRNA in IEC4.1 cells resulted in a significant suppression of IFN-γ-mediated epithelial defense, reflected by a higher infection burden in siR_Nostrill-treated and IFN-γ-primed cells compared with that in IFN-γ-primed cells treated with the siR_Ctrl (**Figure 4D**). Complementarily, overexpression of Nostrill resulted in enhanced IFN-γ-mediated inhibition of infection burden in IEC4.1 cells (**Figure 4E**). These data suggest that Nostrill promotes IFN-γ-mediated epithelial cell-intrinsic anti-*Cryptosporidium* defense.

### Nostrill exerts anti-*Cryptosporidium* defense through IFN-γ-induced autophagy

Autophagy has been recognized as one of the immune responses elicited by IFN-γ against intracellular pathogens (30). Several genes, whose expression in response to IFN-γ in intestinal epithelial cells was associated with Nostrill, including *Igtp*, *iNos*, and *Gadd45g*, have been implicated in the regulation of cellular autophagy (30, 31). To examine the role of Nostrill in IFN-γ-induced autophagy, we first assessed the autophagy levels in IEC4.1 cells following exposure to IFN-γ at a dose of 10 ng/mL for 24h. We quantified autophagosome formation using LC3-II release as the marker as previously reported (32, 33). Our results clearly demonstrated the induction of autophagy in IEC4.1 cells following IFN-γ stimulation, as corroborated by both Western blot and qRT-PCR analyses of LC3-II release (**Figures 5A, B**, **Supplementary Figure 2**). Subsequently, we sought to determine the influence of Nostrill on this process. To do so, we utilized siR_Nostrill to knockdown its expression in the cells before exposure to IFN-γ. Our findings revealed a significant inhibition of IFN-γ-induced autophagy in cells treated with siR_Nostrill (**Figures 5A, B**).

**Figure 5:**
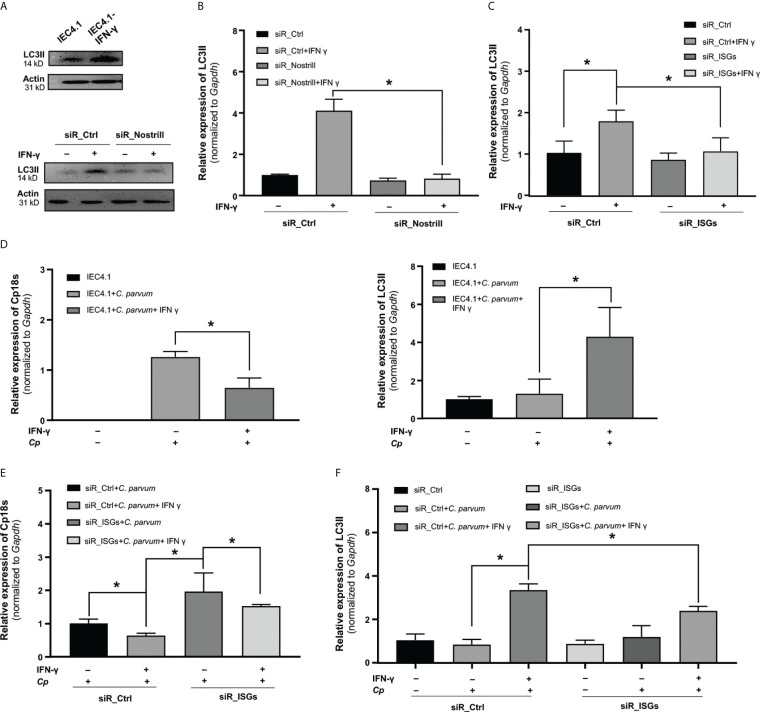
Evidence for Nostrill-mediated enhancement of anti-*Cryptosporidium* defense via IFN-γ-induced autophagy in intestinal epithelial cells. **(A, B)** Assessment of autophagy in Nostrill knockdown cells. **(A)** IEC4.1 cells were exposed to IFN-γ for 24h, followed by Western blot analysis to evaluate the autophagy marker LC3II (14kDa), with beta-actin (31kD) serving as a reference protein. A similar analysis was conducted on Nostrill-knocked down cells exposed to IFN-γ. **(B)** Quantification of LC3II levels in Nostrill knockdown cells was performed via qPCR. **(C)** Impact of Nostrill associated genes on autophagy. A combination of siRNAs was used to knockdown *Igtp, iNos*, and *Gadd45g (*referred to as siR_ISGs) in IEC4.1 cells, followed by treatment with 10 ng/ml of IFN-γ for 24h. The level of LC3II marker was quantified through qRT-PCR. **(D-F)** Impact of Nostrill associated ISGs in defending *C. parvum* through autophagy. **(D)** IEC cells were treated with 10 ng/ml of IFN γ for 24h and then infected with *C. parvum* for 8h. Level of *Cp18s* and *LC3II* were measured by qRT-PCR. **(E, F)** IEC4.1 cells were treated with siR_ISGs (260 nM), which consisted of a pool of siRNAs targeting *Igtp* (80 nM), *iNos* (60 nM), and *Gadd45g* (120 nM), or a scrambled siR_Ctrl at 260 nM. Subsequently, cells were treated with 10 ng/ml of IFN-γ for 24h and then infected with *C. parvum* for 8h. **(E)** Cp18s, representative of *C. parvum* burden, and **(F)** LC3II levels as an indicator of autophagy were quantified using qRT-PCR. Statistical significance was calculated using *t*-test. Significance levels (*p < 0.05). Data are presented as means ± SEM with “n” of 3.

To further investigate the contribution of Nostrill-mediated genes, including *Igtp*, *iNos*, and *Gadd45g*, to IFN-γ-induced autophagy, we employed a combination of siRNAs (siR_ISGs) to silence their expression in IEC4.1 cells (**Supplementary Figure 3**). We then examined the impact of siR_ISG knockdown on IFN-γ-induced autophagy. Silencing *Igtp, iNos*, and *Gadd45g* with the siR_ISGs led to a significant inhibition of IFN-γ-induced autophagy (**Figure 5C**).

The subsequent question we aimed to address was whether these Nostrill-associated ISGs within the IFN-γ pathway play a role in combating *Cryptosporidium* infection through autophagy. To investigate this, we first assessed the expression of LC3II in IEC4.1 cells treated with IFN-γ and subsequently infected with *C. parvum*. As shown in **Figure 5D**, IFN-γ treatment led to a reduction in *C. parvum* burden in the cells. Meanwhile, there was a significant increase in the LC3II levels in the IFN-γ-treated cells following *C. parvum* infection (**Figure 5D**). This suggests that IFN-γ may reduce *C. parvum* burden in the cells through induction of autophagy. To further substantiate the significance of IFN-γ-induced autophagy in the defense against *Cryptosporidium*, we assessed both the *Cryptosporidium* infection burden and the LC3II levels in cells with or without treatment with the siR_ISGs. IEC4.1 cells were first treated with siR_Ctrl or siR_ISGs for 24h, pre-treated with IFN-γ for additional 24h, and subsequently infected with *Cryptosporidium* for 24h. Similar to our observations in Nostrill knockdown cells, the knockdown of selected ISGs in IEC4.1 cells resulted in a significant suppression of IFN-γ-mediated epithelial defense, as evidenced by a higher infection burden in the siR_ISGs-treated and IFN-γ primed cells compared to those treated with the siR_Ctrl (**Figure 5E**). Furthermore, we observed a reduction in LC3II levels in cells transfected with siR_ISGs, specifically when treated with IFN-γ and subsequently infected with *C. parvum* (**Figure 5F**). Taken together, the above data suggest that Nostrill facilitates the transcription of *Igtp, Gadd45g*, and *iNos* induced by IFN-γ, which in turn positively regulates autophagy, ultimately contributing to the epithelial cell-intrinsic defense against *Cryptosporidium* infection.

## Discussion

Intestinal epithelial cell-intrinsic immunity provides the first line of host defense against intracellular pathogens in the intestine (2). This defense mechanism operates through layered innate immune signaling networks within intestinal epithelial cells, which detect microbial pathogens and trigger downstream mechanisms for pathogen eradication. These mechanisms include the production of antimicrobial proteins, activation of specialized degradative compartments, and initiation of programmed host cell death. IFNs stand as one of the most potent signals derived from vertebrates, mobilizing antimicrobial effector functions against intracellular pathogens (2, 9) and serving as cornerstones of intestinal epithelial cell-intrinsic defense. Emerging evidence highlights the critical role of long lncRNAs as regulatory components in gastrointestinal defense against microbial infection (22, 24, 34, 35). In this study, we investigated the impact of Nostrill, a MyD88/NF-кB-associated lncRNA as we previously identified (23), on the regulation of IFN-γ-mediated antimicrobial defense in intestinal epithelial cells. Our findings demonstrate that Nostrill enhances the transcription of a set of genes regulated by IFN-γ in intestinal epithelial cells and induction of Nostrill facilitates IFN-γ-stimulated epithelial cell-intrinsic anti-cryptosporidial defense.

Several lncRNAs are induced in innate immune cells and are likely to play key roles in the regulation of innate defense. For instance, lncRNAs exhibit differential regulation in virus-infected cells (36) and in dendritic cells or macrophages upon stimulation by ligands for TLR4 and TLR2 (21). LncRNA-Cox2, among the most highly induced lncRNAs in macrophages, has been demonstrated to mediate both the activation and repression of distinct classes of immune genes (21, 37–39). Recent research has shown that various IFN responses are exquisitely regulated by lncRNAs and these IFN-related lncRNAs are also highly tissue- and cell-type-specific, rendering them as promising biomarkers or therapeutic candidates to modulate specific stages of the antiviral immune response with fewer adverse effects (40). LncRNAs are implicated in fundamental roles as inducers or repressors at nearly every stage of the IFN response. Our findings align with this notion, indicating that Nostrill can modulate gene transcription in intestinal epithelial cells in response to IFN-γ stimulation. Modes of action for lncRNAs encompass various mechanisms, such as regulation of gene transcription either in cis or in trans by recruiting proteins or molecular complexes to specific gene loci, acting as scaffolds for nuclear complexes, titrating RNA-binding proteins, and forming RNA-RNA pairs to induce posttranscriptional regulation (41). Our observations indicate that Nostrill facilitates the recruitment of Stat1 to the promoters of IFN-γ-stimulated genes. Similar mechanisms have been previously demonstrated with lncRNA XR_001779380 in regulating IFN-γ-stimulated gene transcription in intestinal epithelial cells (22). Intriguingly, Nostrill selectively promotes the transcription of a subset, rather than all, of IFN-γ-stimulated genes in IEC4.1 cells. In addition, not all the promoter regions with an increased enrihment of Stat1 are accompanied with an enhanced Nostrill recruitment. Obviously, besides Stat1 promoter recruitment, other determinants may be involved in Nostrill-mediated gene transcription in intestinal epithelial cells in response to IFN-γ stimulation. In our previous studies (24), we found that Nostrill can recruit IRF7 and NF-кB p65 to several defense gene loci in cells following cryptosporidial infection. It would be worthwhile to explore whether the recruitment of IRF7 and NF-кB p65 is also implicated in Nostrill-mediated gene transcription in intestinal epithelial cells in response to IFN-γ.

As a result, the induction of Nostrill may enhance IFN-γ-mediated cell-intrinsic defense against intracellular pathogens in intestinal epithelial cells by facilitating gene transcription in response to IFN-γ stimulation. Indeed, we observed a greater burden of *Cryptosporidium* infection (indicating diminished cellular defense) in intestinal epithelial cells treated with siRNA to knockdown Nostrill following IFN-γ stimulation, compared to control-siRNA-treated cells. Hence, the induction of Nostrill in intestinal epithelial cells following *Cryptosporidium* infection through activation of the MyD88/NF-кB pathway may prime host epithelial cells for a more efficient cell-intrinsic defense in response to IFN-γ released upon activation of immune cells residing at the epithelium. Induction of another lncRNA, XR_001779380, has been demonstrated to provide a similar promoting effect on cellular response to IFN-γ during *Cryptosporidium* infection in the intestine through promoting Swi/Snf-mediated gene transcription (22).

IFN-γ instigates a diverse array of cell-intrinsic responses aimed at inhibiting parasite growth through mechanisms such as nutrient deprivation and the production of potent defense molecules, including reactive oxygen and nitrogen species, IRGs, and GBPs (3, 4, 8–10). Notably, Nostrill can promote the transcription of many of these genes in intestinal epithelial cells following IFN-γ stimulation. Among them, certain genes such as *Igtp*, *iNos*, and *Gadd45g* are of particular interest due to their regulatory roles in autophagy. Their upregulation may contribute to enhanced cell-intrinsic defense in response to IFN-γ associated with Nostrill induction. Stimulation with IFN-γ induces autophagy in cultured intestinal epithelial cells, a process that is partially impeded by knockdown of *Nostrill*, *Igtp*, *iNos*, or *Gadd45g*. These findings suggest that Nostrill may augment IFN-γ-mediated cell-intrinsic defense against *Cryptosporidium* infection in intestinal epithelial cells by promoting the transcription of genes associated with autophagy. Autophagy serves as a critical defense mechanism against infections, facilitating the capture and elimination of intracellular parasites (42). Recent studies have reported the induction of autophagy in intestinal epithelial cells via mTOR inactivation during *Cryptosporidium* infection of Caco-2 cells (43). Diminished host cell autophagy can promote parasitic survival in host cells following *Cryptosporidium* infection (44, 45).

Given the fact that all three types of IFN signaling are activated in the intestinal epithelium following *Cryptosporidium* infection (25, 46–48), it would be intriguing to investigate whether Nostrill also regulates gene transcription in intestinal epithelial cells in response to stimulation by other type IFNs. While type II (IFN-γ) and III IFNs demonstrate a pronounced protective role (47–51), type I IFN signaling exhibits a pro-parasitic effect, as evidenced by the resistance of mice lacking Ifnar1 to *C. parvum* infection (25, 47). Furthermore, elucidating the role of Nostrill in regulating IFN-mediated intestinal epithelial anti-*Cryptosporidium* defense warrants further investigation using *in vivo* infection models employing conditional knockout strains of various IFN types.

In conclusion, our findings suggest that Nostrill may enhance intestinal epithelial defense against *Cryptosporidium* infection through its regulation of interferon responses. We investigated the role of Nostrill in IFN-γ-stimulated gene transcription and antimicrobial defense. Our results indicate that Nostrill promotes the transcription of a subset of genes controlled by IFN-γ, and its induction facilitates IFN-γ-mediated intestinal epithelial cell-intrinsic defense against *Cryptosporidium*. A deeper understanding of how lncRNAs like Nostrill modulate the transcription of host defense genes would offer new insights into mucosal immunity to *Cryptosporidium* and potentially other pathogens in general.

## Materials and methods

### Cell culture

Dr. Pingchang Yang of McMaster University in Hamilton, Canada, generously provided the newborn mouse intestinal epithelial cell line (IEC4.1) (52). Cultures of IEC4.1 cells were maintained in DMEM media with 10% fetal bovine serum (FBS; Gibco; Carlsbad, CA, USA). Streptomycin at 100 μg/ml and penicillin at 100 U/ml (both from Gibco) were added to the growth media. Tissue culture flasks were used to cultivate the cells in a 37°C, 5% CO_2_ incubator.

### *C. parvum* oocyst

*Cryptosporidium parvum* oocysts, sourced from the Iowa strain provided by Harley Moon at the National Animal Disease Center (Ames, IA), were purchased commercially from the Bunch Grass Farms in Deary, ID. To purify the oocysts, a modified ether extraction technique was employed. Subsequently, the oocysts were suspended in phosphate-buffered saline (PBS) and stored at a temperature of 4°C. For both *in vitro* and *in vivo* infection experiments, the oocysts were subjected to a treatment with 1% sodium hypochlorite while being preserved on ice for 20 minutes. After this treatment, the oocysts were washed three times using Dulbecco’s modified Eagle medium (DMEM) culture media.

### Infection models and assays

For *in vitro* infection studies using IEC4.1 cells, viable *C. parvum* oocysts were utilized. These oocysts were treated with 1% sodium hypochlorite and were added to a culture medium consisting of DMEM-F-12 supplemented with 100 U/ml penicillin and 100 μg/ml streptomycin. The infection was established by combining oocysts and host cells in a 1:1 ratio. The cell cultures were then incubated at 37°C for 4h to facilitate parasite attachment and invasion. After this, the cells were thoroughly washed with DMEM-F-12 medium three times to remove any free parasites. The cells were further cultured for varying time periods based on the experimental requirements. For the *in vivo* experiments, a neonatal murine model of intestinal cryptosporidiosis was employed (25). Neonates, aged 5 days after birth, were orally administered *C. parvum* oocysts (10^5 oocysts per mouse) through gavage to induce intestinal cryptosporidiosis. Control mice were given PBS via the same method. Following 24, 48, and 72h from the administration of *C. parvum* oocysts or PBS, the animals were sacrificed, and samples of ileum intestine tissues were collected. Epithelial tissues from the ileum were extracted from at least five animals within each experimental group. The assessment of *C. parvum* was done using qRT-PCR both *in vitro* and *in vivo* context.

### siRNA-mediated knockdown

To silence the Nostrill gene in murine cells, a pool of three small interfering RNA (siRNA) duplexes (siR_Nostrill) was synthesized using the WI siRNA Selection Program at the Massachusetts Institute of Technology. The specific siRNA sequences used were as follows: 25b_1: sense 5’ CCUGGGAAGAAGCAUUAAU 3’, 25b_2: sense 5’ CCACCAGGAACACACAAAU 3’, and 25b_3: sense 5’ GCCUAUAAGUCGUUCUAAU 3’. The IEC4.1 cells were cultured in 24-well plates at a density of 1.5 x 10^5 cells per milliliter. The next day, the cells were transfected with 120 nM of the siRNA pool (40 nM of each of the siRNA) using Lipofectamine RNAiMax from Life Technologies, Inc., following the manufacturer’s instructions. As a negative control, non-specific scrambled siRNA at a concentration of 120 nM was used as the control siRNA (siR_Ctrl). The transfection process was allowed to continue for 24h, after which the cells were treated with IFN-γ. RNA was then isolated from the cells using a previously described method.

*Igtp*, *iNos*, and *Gadd45g* were targeted for knockdown of ISGs in mouse IEC4.1 cells. The siRNA-mediated knockdown approach was employed to silence these genes. The siRNA to iNos was synthesized using the WI siRNA Selection Program at the Massachusetts Institute of Technology (MIT) and the sequence was sense 5’ GCCGCUCUAAUACUUAGCU 3’. For silencing Igtp and Gadd45g, siRNA duplexes were purchased from Santacruz Biotechnology with the catalogue numbers sc-41792 and sc-37419, respectively. The IEC4.1 cells were cultured in 24-well plates at a density of 1.5 x 10^5 cells/ml. After overnight incubation, the cells were transfected with a pool of the three sets of siRNAs to achieve knockdown of Igtp, Gadd45g, and iNos (as siR_ISGs). The concentrations of gene-specific siRNAs used for transfection were as follows: siR_Igtp at 80 nM, siR_Gadd45g at 120 nM, and siR_Nos at 60 nM. siR_Ctrl at a concentration of 260 nM was used for control. Lipofectamine RNAiMax from Life Technologies, Inc. was used as the transfection reagent, and the transfection process was carried out following the manufacturer’s instructions.

### RNA isolation

Total RNA from the cells was extracted using the TRIzol reagent from Invitrogen as per the manufacturer’s instructions. The concentration and quality of the RNA were assessed using a spectrophotometer from Beckman in Brea, CA. For subsequent steps, 500 ng of the RNA sample was utilized as a template for cDNA synthesis, which was performed using the M-MLV Reverse Transcriptase kit from Invitrogen, located in Carlsbad, CA. The reaction was carried out in a total volume of 20 µl.

### qRT-PCR

The qRT-PCR was conducted using the Invitrogen™ SYBR GreenER™ qPCR SuperMix Universal from Thermo Fisher Scientific in Waltham, MA. The qRT-PCR was performed on the Bio-Rad CFX96 Touch™ Real-Time PCR Detection System. The expression levels of the RNA samples were determined using the threshold cycle (ΔΔCT) method and normalized to the housekeeping gene glyceraldehyde-3-phosphate dehydrogenase (Gapdh). The primer sequences are displayed in **Supplementary Table 3**.

### RNA sequencing and bioinformatics analysis

RNA-Seq was performed in biological triplicates in IEC4.1 cells treated with siR_Ctrl or siR_Nostrill. Total RNA molecules were isolated using Trizol reagent. The BGI Americas Corporation in Cambridge, MA, carried out transcriptome sequencing and data processing using DNBSEQ™ sequencing technology platforms. To assess RNA quality, a 2100 Bioanalyzer from Agilent Technologies was employed. RNA samples meeting the criteria of consistent visual RNA patterns, an RNA Integrity Number (RIN) greater than 7, and a concentration exceeding 20 ng/μl were categorized as having good quality. The complete RNA was broken down into smaller fragments, and specific mRNA molecules were concentrated using magnetic beads with oligo (dT) sequences. Subsequently, complementary DNA (cDNA) was synthesized from the enriched mRNA. This double-stranded cDNA underwent purification and was amplified using PCR. The sequenced library products were processed on the DNBSEQ-500 platform with paired-end reads of 100 base pairs, generating an average of approximately 4.94 Gb per sample. To ensure data quality, subpar reads were excluded. This included reads with base qualities lower than 10 for over 20% of their bases, reads with adaptors, and those containing more than 5% bases marked as unknown (N bases). This filtration was achieved using internal software called SOAPnuke (version: v1.5.2) on the DNBSEQ-500 platform, with specific parameters (-I 15-q0.5-n0.1). The resultant high-quality reads were stored in the FASTQ format. Reads were aligned to the Mus_musculus genome (GCF_000001635.26_GRCm38.p6) from the NCBI database using two different software tools: HISAT2 (version: v2.0.4) and Bowtie2 (version: v2.2.5). The alignment was guided by parameters tailored to the specifics of the process (-phred64-sensitive-no-discordant-no-mixed-I 1-X 1000). Raw RNA-seq data were further refined by filtering out unreliable sites, accomplished through the application of the GATK program. This step targeted the removal of low-quality reads from each sample. Finally, the gene read counts were normalized to RPKM, which represents the expression level of genes in terms of reads per kilobase of transcript per Million mapped reads. This normalization allowed for meaningful comparison of relative gene expression levels across samples.

Differential gene-expression analyses were conducted using DESeq2. Differences in gene expression, whether increased or decreased, were quantified using logarithmically transformed fold change values. These values were represented as either log2FC (log base 2) or log10FC (log base 10), which were computed as the logarithmic difference between gene expression values under distinct treatment conditions (log2FC = log2[B] - log2[A] or log10FC = log10[B] - log10[A], where A and B denote the gene expression values). GO enrichment analysis was performed using PANTHER. To further analyze the data, Gene Set Enrichment Analysis (GSEA) was conducted using the “clusterProfiler” R package. This analysis was carried out in a pre-ranked manner, where all genes were ranked based on their log2FC values derived from the differential expression analysis. The weighted Kolmogorov-Smirnov test was applied, and p-values were adjusted using the Benjamini-Hochberg method. The findings from GSEA were depicted visually using the “ggplot2” R package, offering insights into patterns of gene set enrichment. Additionally, a volcano plot was generated with the “ggplot2” package, utilizing log2FC and adjusted p-values from the differential expression analysis to visually convey the significance and extent of gene expression alterations. For a comprehensive overview of gene expression trends, heatmaps were generated using the “ComplexHeatmap” R package. These heatmaps visually summarized gene expression patterns across different conditions. Furthermore, the expression z-score was computed based on relative gene expression levels. This score aids in standardizing and comparing gene expression values across diverse samples or conditions, facilitating more meaningful interpretation of expression patterns.

### RIP assay

The formaldehyde crosslinking RNA immunoprecipitation (RIP) assay was conducted as described previously (22, 53). To summarize, the process involved the initial cleaning of lysates using 20 μl of Magna ChIP Protein A + G Magnetic Beads (Millipore, Massachusetts) that had been pre-washed with PBS. Subsequently, the pre-cleaned lysate (250 μl) was mixed with an equivalent volume of the whole cell extract buffer (250 μl). This mixture was then combined with beads coated with an antibody to Stat1 (#9172S, Cell Signaling, Danvers, MA). The entire assembly was then rotated at 4°C overnight. Following this, the mixture underwent four rounds of washing using the whole cell extract buffer supplemented with protease and RNase inhibitors. The immunoprecipitated ribonucleoprotein (RNP) complexes and the input material were subjected to digestion in RNA PK Buffer pH 7.0 (comprising 100 mM NaCl, 10 mM TrisCl pH 7.0, 1 mM EDTA, and 0.5% SDS) in the presence of 10 μg of Proteinase K. This mixture was then incubated at 50°C for 45 minutes with continuous shaking at 400 rpm. The formaldehyde cross-links were subsequently reversed through incubation at 65°C with rotation for 4 hours. RNA was isolated from the samples using Trizol, following the protocol provided by Invitrogen. The presence of RNA was evaluated using qRT-PCR, conducted with the CFX96 Touch™ Real-Time PCR Detection System from Bio-Rad. The specific primer pairs for PCR can be found in **Supplementary Table 3**.

### ChIP assay

The detailed protocol is described elsewhere (22, 54). Briefly, cells were treated with 1% formaldehyde for 10 minutes to cross-link the proteins to the DNA, preserving the protein-DNA interactions at the time of fixation. The fixed cells were collected in 1x ice-cold PBS (Phosphate-Buffered Saline) and resuspended in an SDS (Sodium Dodecyl Sulfate) lysis buffer. The genomic DNA was then fragmented into smaller pieces through sonication resulting in fragments ranging from 200 to 500 base pairs in length. One percent of the cell extract was kept aside as input. The cell extracts containing the sheared DNA are incubated overnight at 4°C with anti-Stat1 and added protein G-agarose beads to precipitate the antibody-protein-DNA complexes. The immunoprecipitates (antibody-protein-DNA complexes bound to the beads) were washed sequentially to remove any non-specific interactions. The washing steps involve low-salt buffer, high-salt buffer, LiCl buffer, and Tris EDTA buffer. The DNA-protein complexes were eluted from the beads afterwards, separating the DNA from the proteins. The proteins in the eluted solution were then digested at 45°C for 1hr using proteinase K. To detect and quantify the DNA, qRT-PCR analysis was employed, which allowed for the measurement of the DNA content, enabling the quantification of protein binding levels at particular regions of the genome.

### ChIRP assay

Chromatin isolation by RNA purification (ChIRP) analysis was conducted as described in a previous study (22, 55). In summary, chromatin was isolated after cross-linking the cells with glutaraldehyde. A set of tiling oligonucleotide probes were designed to specifically bind to the Nostrill sequence. The sequences for these probes are available in **Supplementary Table 1**. Verification of the DNA sequences in the chromatin immunoprecipitates was performed using qRT-PCR. The same primers that cover the gene promoter regions of interest, similar to the ChIP analysis, were utlized for the ChIRP analyses. As a control, a collection of scrambled oligonucleotide probes targeting LacZ (listed in **Supplementary Table 3**) was used.

### Autophagy assay

Cell Culture and Lysate Preparation: Cells were plated in six-well plates with 2 ml of medium per well to achieve 80%–90% confluency within 48h. After 24h, the culture medium was replaced with treatment (such as, IFN-γ at a dose of 10 ng/ml) or control medium and incubated for an additional 24h. Two hours prior to collection, 1:100 dilutions of the stock solutions of leupeptin (10 mM) and NH4Cl (2 M) were added to the medium to yield final concentrations of 100 μM and 20 mM, respectively. The cell pellet was collected using EDTA/PBS, washed with ice-cold PBS, and lysed with pre-cooled lysis buffer. Lysates were sonicated for 10–15 sec or treated with syringe to complete cell lysis and shear DNA to reduce sample viscosity. The lysate was centrifuged at 12,000 rpm for 10 minutes at 4°C, and the supernatant was transferred to a new tube. Protein concentration was determined, samples were adjusted for equal concentrations, mixed with loading buffer, and boiled before storing at -80°C.

For SDS-PAGE and Western blotting, equal protein amounts (10–20 μg) were loaded onto the SDS-PAGE gel with a molecular weight marker. The gel was run at 95 V for 20 minutes and then at 150 V for approximately 1–2 hours until the dye reached 1/4 inch from the bottom of the gel. LC3-II migrated at ~14 kD. The separated proteins were transferred onto a PVDF membrane, chosen for its enhanced LC3-II binding. Following transfer, the membrane was blocked with 5% BSA blocking buffer for one hour at room temperature and probed with primary anti-LC3II antibody (1:1000, cat#2775S from Cell Signaling) overnight at 4°C. The membrane was washed three times for 15 minutes each with TBST at room temperature, probed with secondary HRP-conjugated anti-rabbit IgG antibody (1:5000) for one hour at room temperature, and washed again. An ECL solution mixture was applied to the membrane, and the emitted light was captured. The levels of LC3-II in each sample were normalized to β-actin (1:1000, cat#A1978 from Cell Signaling) for analysis.

### Statistical analysis

Data are given as mean ± SEM. from at least three independent experiments or biological replicates. The two-tailed unpaired Student’s *t* test was used for compassion between two groups and one-way ANOVA were used for compassion among three or more groups. *p* values < 0.05 were considered statistically significant.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE245211 (GEO).

## Ethics statement

The animal study was approved by IACUC, Rush University Medical Center. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

ZS: Conceptualization, Data curation, Formal Analysis, Investigation, Methodology, Resources, Software, Validation, Visualization, Writing – original draft. KJ: Data curation, Investigation, Validation, Writing – review & editing. A-YG: Data curation, Formal Analysis, Investigation, Methodology, Resources, Software, Supervision, Validation, Visualization, Writing – review & editing. SD: Methodology, Software, Writing – review & editing. CP: Methodology, Visualization, Writing – review & editing. MG: Methodology, Visualization, Writing – review & editing. SW: Methodology, Visualization, Writing – review & editing. NM: Formal Analysis, Investigation, Methodology, Writing – review & editing. AS: Formal Analysis, Resources, Writing – review & editing. X-MC: Conceptualization, Data curation, Formal Analysis, Funding acquisition, Methodology, Project administration, Resources, Supervision, Validation, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

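RNA of IEC4.1 cells was sequenced in 4 conditions with 3 libraries each: siR_Ctrl, siR_Ctrl + IFN-γ, siR_Nostrill and siR_Nostrill + IFN-γ. Conditions were taken from the sample labels and doses and times from the paper. The labels give 24 h for every library, while the paper gives 24 h of transfection and 4 h of IFN-γ.

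The authors deposited an estimated count of reads for each gene and library, made from the aligned reads and not normalized. The authors also deposited an FPKM and a TPM value for each. Reads had been filtered with SOAPnuke and aligned to GRCm38.p6 with HISAT2 and Bowtie2, and unreliable sites had been filtered with GATK. The tool that counted reads per gene is not given in the sources used here. The methods name RPKM where the deposited columns are FPKM. The authors' FPKM is scaled for transcript length and mapped reads, and the deposited TPM sums to nearly the same total in each library. The tables list 15002 genes, all as mRNA, so Nostrill and other noncoding transcripts were not analysed here. Coordinates come from the RefSeq annotation of GRCm38.p6, in which 14958 gene IDs were found. Some gene IDs are listed on alternate-locus scaffolds.

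Between 17824306 and 19093204 reads were counted on genes per library, with a median of 18153496. The 10 genes with most reads took from 4.80% to 6.16% of the reads of a library. Replicates of one group differed by far more than sampling noise, with a chi-square per degree of freedom from 6.72 to 101. A length-related spread between preparations of one RNA would also exceed that noise, so the value cannot show that replicates are independent. Each library was counted as 1 replicate, and the paper describes biological triplicates.

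Counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, default filter on low counts, all 12 libraries in one fit, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. The comparisons were IFN-γ within each siRNA, siR_Nostrill against siR_Ctrl with and without IFN-γ, and the interaction. Gene sets were tested in 5 planned tests, and in 10 added after seeing the data, with camera of limma 3.58.1 with an estimated correlation between genes on log2 CPM with a prior count of 2. GO terms were tested with one-sided Fisher's exact tests. Genes with a site for the seed of a Nostrill siRNA in the 3′UTR of a GENCODE vM21 transcript were compared with genes without one, and the difference was ranked among 1000 sets of random 7-mers. Alternatives were DESeq2 1.42.0, size factors of DESeq2 in edgeR, other filters on low counts (none, or a mean of at least 5 CPM), only the groups compared, the replicate number as a block, limma on log2(FPKM + 1) or log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.5 or for all genes, unadjusted thresholds, other set tests and set sizes, other seed sites, and each library left out. These and the tests above, apart from the added gene set tests, were fixed before the data were examined. Added after seeing the data were the removal of the length trend (lowess with span 0.3 per library), the ratio of TPM to FPKM as a covariate, DESeq2 on only the groups compared, the added gene set tests, other random 7-mers, single siRNA and passenger-strand seeds and the count of seed sites among called genes.

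Genes named here were every gene that the paper's text, Fig. 2D or Supplementary Table 3 names, and for each comparison the 5 called genes with the largest absolute log2 fold change, an average log2 CPM above 1 and no overlap between the groups, which chance alone gives for 10% of genes with 3 libraries against 3. The values of genes in Supplementary Table 2 and Fig. 2D were seen in the paper before that rule was written.

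The analysis was tested on simulated counts, for the first time after a first run on the real data. For siR_Nostrill against siR_Ctrl with IFN-γ, with changes of 1 or 2 on the log2 scale, edgeR recovered 94.5% of 200 changed genes among 11897, and 3.57% of its calls were false. When a length trend was simulated in siR_Nostrill against siR_Ctrl without IFN-γ, 14.0% of edgeR's calls over 11887 genes were false, and 5.97% once the trend was removed. Removal did not lower that share in each comparison. It went from 0 to 3.50% of calls for siR_Nostrill with IFN-γ, from 0.529% to 3.00% for IFN-γ in siR_Ctrl cells, from 9.41% to 2.54% in siR_Nostrill cells and from 5.17% to 5.64% for the interaction. The seed test was first checked with a single simulated set of unchanged genes, which fell among the lowest random sets. It was replaced by 100 simulated sets of 6000 unchanged genes, of which 4 gave a share below 0.05, and by 20 sets with lowered genes, of which 20 did.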

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

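The tests of gene length, of the interaction for both gene lists, of their levels without IFN-γ, of the interferon-beta genes, of the seed controls and of seed sites among called genes were chosen only after the results they bear on were seen.

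The response of 2 gene lists to IFN-γ was compared between siR_Nostrill and siR_Ctrl cells by a test of the interaction, which passed only before adjustment. For the 10 ISGs named in the text the median interaction was -0.34 on the log2 scale, with 10 of 10 genes below 0 (p = 0.0313, camera of limma, n = 12 libraries). For the 12 genes with RT-PCR primers it was -0.60, with 12 of 12 below 0 (p = 0.0496, camera of limma, n = 12 libraries). That list holds genes selected from these libraries as lower in siR_Nostrill + IFN-γ cells, a contrast that is part of the interaction, so a value below 0 is favoured by the selection and is not evidence of a different response. For the 10 ISGs that number was 9 with the length trend removed or with the covariate, 8 in limma on log2(FPKM + 1) and 7 with a pseudocount of 0.1. It was 8 without siR_Ctrl replicate 2, siR_Ctrl + IFN-γ replicate 3 or siR_Nostrill replicate 3, and 9 without siR_Ctrl replicate 1 or siR_Ctrl + IFN-γ replicate 1. For the 12 genes with RT-PCR primers it was 11 without siR_Ctrl replicate 2, siR_Ctrl + IFN-γ replicate 3 or siR_Nostrill replicate 3, and in limma with a pseudocount of 0.1. Adjusted over the 5 gene sets whose interaction was tested, the p was 0.124 for both by the Benjamini-Hochberg method (n = 12 libraries), so neither passes. With the length trend removed the medians were -0.47 (p = 0.0582) and -0.43 (p = 0.0336, both camera of limma, n = 12 libraries). Adjusted over the list alone, 2 of the 10 ISGs passed for the interaction in edgeR, Gbp3 and Irf7, and 0 of the 12 genes with RT-PCR primers. With the length trend removed, 5 and 8 did. Over all genes tested, 0 genes of both lists passed in both fits. For the 10 ISGs the value below 0 came with higher levels in siR_Nostrill cells before IFN-γ, with a median of 0.46 (p = 0.00937, or 0.140 adjusted over all 15 gene set tests, n = 12 libraries). With IFN-γ the median was 0.12. Adjusted over the list alone in edgeR, 6 of the 10 ISGs passed before IFN-γ, all of them higher, and 0 with IFN-γ. Over all genes tested, 0 of them passed before IFN-γ in edgeR. DESeq2's Wald test called 4 there and limma on log2(FPKM + 1) called 1. Chance cannot be excluded. Over all genes edgeR called 0 for the interaction, with 1277 at an unadjusted p below 0.05, and DESeq2's Wald test and limma on log2(FPKM + 1) also called 0. All 100 of 100 regroupings of the libraries gave at least as many, since 0 is the lowest count there is, and 4 of them gave any call, or 9 with the length trend removed. A biological difference in the response to IFN-γ stays open for the 10 ISGs.

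The paper does not report the level of IFN-γ-induced genes in cells that received no IFN-γ. The 100 genes most strongly induced by IFN-γ had a median log2 fold change of 0.20 in siR_Nostrill against siR_Ctrl cells (p = 0.0341, camera of limma, n = 12 libraries). Adjusted over the 5 gene set tests planned the p was 0.112 (Benjamini-Hochberg method, n = 12 libraries), so it does not pass the correction in this test. With the same adjustment it passes with fry (0.0189) and with a preset correlation of 0.01 (4.26e-06), and not on log2(FPKM + 1) (0.293, n = 12 libraries). Gene length may contribute. With its trend removed the median was 0.17 (p = 0.0823, camera of limma, n = 12 libraries), which lies close to the first value but past the threshold, so a contribution of length cannot be told apart. A mixture with IFN-γ-treated cells would raise the most induced genes most. The Spearman correlation of induction and siR_Nostrill effect across the 100 genes was -0.0867. However, some strongly induced genes had more reads in siR_Ctrl replicate 3 than in replicates 1 and 2. Iigp1 had 16 reads against 0 and 0, and Igtp had 117 against 61.25 and 62.41. Higher control values lower the siR_Nostrill effect in such genes, so the correlation cannot decide on a mixture. A type I interferon response to the siRNA could raise such genes. The 45 genes of the response to interferon-beta had a median of 0.18 (p = 0.0758, camera of limma, n = 12 libraries), which neither shows nor excludes it. An effect of Nostrill loss stays open and was not tested apart from these.

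The paper does not report on genes whose 3′UTR holds a site for the seed of a Nostrill siRNA. Without IFN-γ the median log2 fold change of these 3413 genes was lower than that of genes without a site by -0.20, against a median of -0.16 for sets of random 7-mers, and a share of 0.0020 of the random sets was as low. With IFN-γ the difference was 0.022, against 0.070 for random sets, and the share was 0.0010, the smallest that 1000 sets can give. The effects are small and are read against the random sets, since the difference itself was above 0 with IFN-γ. Random 7-mers without CG gave shares of 0.0020 and 0.0010, the second again the smallest possible, which argues against base composition. For the IFN-γ effect in siR_Ctrl cells the share was 0.793 and in siR_Nostrill cells 0.347, which argues against a property of these genes unrelated to the siRNAs. Single seeds were ranked too. The seed of 25b_1 alone gave a share of 0.0040 without and with IFN-γ, while 25b_2 gave 0.137 and 0.0430 and 25b_3 gave 0.139 and 0.0420. The random 7-mers were rearrangements of the bases of the seed and could repeat the seed itself. The site of 25b_2, ACACAAA, holds only A and C and has few rearrangements, so its share could not become small. These shares therefore cannot show that the siRNAs differed. Passenger strand seeds gave 0.899 and 0.509. These 8 shares are not adjusted for the number of tests.

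Sites were also common among called genes. Of the genes called lower with a 3′UTR in the annotation used, 13 of 17 without IFN-γ and 22 of 28 with IFN-γ hold a site, while the highest number in 1000 sets of 7-mers found in about as many genes was 12 and 16. The share of such sets with as many was 0.0010 in both, the smallest possible, which argues against long 3′UTRs as the source. Of the genes called higher, 0 of 9 and 3 of 22 hold a site. The proportion was lower in longer lists with IFN-γ. With the length trend removed, 263 of 797 lower genes hold a site, or 33.0% against 28.9% of other genes, and without IFN-γ 156 of 213 do, or 73.2%. Of the lower genes of Supplementary Table 2, 260 of 866 hold one, or 30.0%. The highest number in 1000 random sets was 232, 122 and 243. An off-target effect on most genes of the longer lists with IFN-γ is not shown by these values. The passenger strands were not a clean control here, since their share was 0.133 without IFN-γ but 0.0400 with IFN-γ, where 14 of 28 genes hold a passenger site. These results are consistent with off-target effects of the siRNA seeds on part of the genes lower in siR_Nostrill cells, as a hypothesis. The sequence of the control siRNA is not given in the sources used here, and no second siRNA pool was analysed here that would separate an effect of Nostrill from one of the siRNAs. Igtp, Nos2 and Gadd45g hold no such site.

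IFN-γ in siR_Nostrill cells, a comparison the paper does not show, changed 807 genes, 623 higher and 184 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count was 491 without siR_Nostrill replicate 2 and 500 without siR_Nostrill + IFN-γ replicate 2. That this is more than the 649 in siR_Ctrl cells does not show a stronger response, since the interaction is the test of a difference. Of the 10 splits of these libraries only the real one, 1 of 10, gave as many genes, with and without the length trend removed. This is the smallest share that 3 libraries against 3 allow, so chance cannot be excluded by it. The same holds for IFN-γ in siR_Ctrl cells and for siR_Nostrill with and without IFN-γ. The depth of the groups differs little and few genes do not take most reads, as the highest share of the 10 top genes was 6.16%.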

How the results depend on the processing

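Removal of the length trend, the TPM to FPKM covariate and DESeq2 on only the groups compared were tests chosen only after the results were seen. The alternatives for the level of Nostrill were planned and not run, since Nostrill was not analysed here.

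The number of genes changed by IFN-γ in siR_Ctrl cells was 649 and moved beyond 1.5 times to 341 in edgeR on only the groups compared, 1742 at an unadjusted p below 0.05, 1322 with the length trend removed, 2006 with the covariate and 1228 in DESeq2 on those groups without adjustment. For IFN-γ in siR_Nostrill cells the count was 807, against 1997 on only the groups compared, 2606 unadjusted, 1330 in DESeq2's Wald test, 2257 with the length trend removed, 2403 with the covariate, and 2466 adjusted and 3944 unadjusted in DESeq2 on those groups. The cause was not tested.

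For siR_Nostrill without IFN-γ the count was 26, against 1643 unadjusted, 555 unadjusted with an absolute log2 fold change above 0.5, 257 in DESeq2's Wald test, 0 in edgeR on only the groups compared (1143 unadjusted; 66 adjusted and 1306 unadjusted in DESeq2 on those groups), 47 in limma on log2(FPKM + 1) without a filter, 404 with the length trend removed and 554 with the covariate. For siR_Nostrill with IFN-γ the count was 51, against 1730 unadjusted, 356 with the fold limit, 601 in DESeq2's Wald test, 30 without a low-count filter, 105 at a mean of at least 5 CPM, 0 on only the groups compared (1563 unadjusted; 285 adjusted and 1555 unadjusted in DESeq2), 98 in limma on log2(FPKM + 1), 278 without a filter, 1540 with the length trend removed and 2633 with the covariate. Fewer samples in the fit is part of the construction of the counts on only the groups compared; otherwise the cause was not tested. For the interaction edgeR called 0 genes, against 1277 unadjusted, 694 with the fold limit and 1 with the covariate, and DESeq2's Wald test called 0.

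With single libraries left out, the counts ranged from 489 to 589 for IFN-γ in siR_Ctrl cells, from 491 to 1138 in siR_Nostrill cells, from 0 to 37 for siR_Nostrill without IFN-γ and from 0 to 72 with IFN-γ. The interaction stayed at 0 genes in each of these edgeR fits, with 541 to 2574 unadjusted. The count in siR_Nostrill cells was 491 without siR_Nostrill replicate 2 and 500 without siR_Nostrill + IFN-γ replicate 2. Without IFN-γ it was 3 without siR_Ctrl replicate 2, 5 without siR_Ctrl replicate 3, 11, 37 and 23 without siR_Ctrl + IFN-γ replicates 1, 2 and 3, 9 and 10 without siR_Nostrill + IFN-γ replicates 1 and 3, and 0 without siR_Ctrl replicate 1, siR_Nostrill replicates 1, 2 and 3 or siR_Nostrill + IFN-γ replicate 2. With IFN-γ it was 18, 14 and 72 without siR_Ctrl replicates 2, 3 and 1, 1, 4 and 17 without siR_Ctrl + IFN-γ replicates 1, 2 and 3, 44, 18 and 23 without siR_Nostrill replicates 1, 2 and 3, and 0, 1 and 0 without siR_Nostrill + IFN-γ replicates 1, 2 and 3.

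The correlation of the deviations of same-numbered libraries ranged from -0.495 to 0.725, so no pairing by replicate number was seen in it. These deviations still held the length trend of each library, so the check cannot exclude a pairing. With the replicate block the counts were 644 and 943 for IFN-γ in siR_Ctrl and siR_Nostrill cells, 18 and 32 for siR_Nostrill without and with IFN-γ and 0 for the interaction (edgeR, 1663 unadjusted).

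The median of the 100 IFN-γ-induced genes kept its sign in each setting run for siR_Nostrill with and without IFN-γ. With IFN-γ it passed 0.05 only under a preset correlation (0.10, p = 0.0195, n = 12 libraries). Without IFN-γ it lost significance in limma on log2(FPKM + 1) (0.089, p = 0.121), for the top 50 genes (0.14, p = 0.240) and with the length trend removed (0.17, p = 0.0823, all camera of limma, n = 12 libraries). It kept it with fry (p = 0.00527), a preset correlation (p = 8.51e-07), the top 200 genes (0.18, p = 0.0219), DESeq2 size factors (p = 0.0359) and the replicate block (p = 0.0485, n = 12 libraries). Without single libraries it ranged from 0.19 to 0.29, with the lowest p without siR_Ctrl replicate 3 (p = 0.000651, n = 11 libraries), and the p was above 0.05 without siR_Ctrl replicate 2 (p = 0.122), siR_Ctrl + IFN-γ replicate 2 (p = 0.0591) or siR_Nostrill replicate 3 (p = 0.115, n = 11 libraries). For the interaction the median went from -0.11 to 0.051 in limma on log2(FPKM + 1) (p = 0.821, n = 12 libraries), where 82 of the genes were tested. The median of the other genes went from 0.0093 to 0.074, so the set stayed below them and the change of sign does not show a reversal of the set. The interaction passed under a preset correlation (-0.11, p = 0.0191, n = 12 libraries). It ranged from -0.26 to -0.050 without single libraries and passed without siR_Ctrl replicate 3 (-0.26, p = 0.00939, n = 11 libraries). The 12 genes with RT-PCR primers stayed lower, from -0.53 to -0.25 without single libraries. The p was above 0.05 without siR_Ctrl replicate 2 (0.0534), siR_Ctrl + IFN-γ replicates 1, 2 and 3 (0.0519, 0.0822, 0.0558), siR_Nostrill replicates 1, 2 and 3 (0.0561, 0.0507, 0.0503) and siR_Nostrill + IFN-γ replicates 1 and 2 (0.0634, 0.0548). Autophagy was enriched only among lower genes from DESeq2 (Fisher's exact test, p = 0.0239, or 0.0954 adjusted over 4 terms). The cause was not tested for any of these.

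The share of random 7-mer sets as low stayed at 0.0030 or less in each planned setting of the seed test. The difference itself moved from -0.27 to -0.086 without IFN-γ and from -0.055 to 0.088 with IFN-γ, so its sign with IFN-γ was not stable, while it stayed below the median of the random sets throughout.

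Single genes changed sign in siR_Nostrill with IFN-γ as follows, none of them called. Bst2 went from -0.16 to 0.021 with the length trend removed and 0.085 with the covariate, and from -0.34 to 0.20 over the fits without single libraries, above 0 without siR_Ctrl + IFN-γ replicate 2. Gbp3 went from -0.060 to 0.00051 in the limma fits on FPKM, where the median of genes outside the induced set moved from 0.0045 to 0.051, a shift of similar size, so this does not show a reversal of the gene. Ifi204 ranged from -0.00084 to 0.18 and was below 0 without siR_Nostrill + IFN-γ replicate 3. Irgm2 ranged from -0.034 to 0.14 and was below 0 without siR_Ctrl + IFN-γ replicate 2. Psmb10 ranged from -0.44 to 0.058, above 0 without siR_Ctrl + IFN-γ replicate 2, and was 0.0053 with the covariate. With the length trend removed, Gapdh went from -0.025 to 0.062 and Gm12185 from 0.0050 to -0.063. Without single libraries the log2 fold change also crossed 0 for Gapdh (-0.12 to 0.076), Gm12185 (-0.084 to 0.053) and Gm4841 (-0.065 to 0.018), each without siR_Ctrl + IFN-γ replicate 2, and Gapdh and Gm12185 also without siR_Nostrill + IFN-γ replicate 1. Depth was alike in the libraries, from 17824306 to 19093204 reads, and its effect on the calls was not tested apart from the filters on low counts. The biological coefficient of variation was 0.148.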

Differences from the paper's values

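The settings chosen only after the values were seen were the removal of the length trend, the covariate and DESeq2 on only the groups compared.

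For siR_Nostrill without IFN-γ the paper's value is 186 genes and the value here is 26. Of the alternatives set before the data were examined, each changed alone, DESeq2's Wald test on all libraries (257) lies within 1.5 times of it. The unadjusted threshold and the fold limit combined with limma on log2(FPKM + 1) give 268 genes, or 244 without a filter, which also lie within it. The other such settings changed alone do not: 1643 unadjusted, 555 with the fold limit, 27 with DESeq2 size factors, 18 without a filter, 25 at a mean of at least 5 CPM, 0 on only the groups compared (edgeR; 1143 unadjusted), 18 with the replicate block, and 21, 20 and 47 in limma on FPKM. The paper states p < 0.05 with a fold change > 0.5 and two-tailed Wald tests, and a false discovery rate of 0.05 for the dashed line of Fig. 2. Read here as an unadjusted p with an absolute log2 fold change above 0.5, this gives 639 genes in DESeq2 on all libraries.

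For siR_Nostrill with IFN-γ the paper's values are 1559 genes, 883 of them lower, and the values here are 51 and 29. Of the alternatives set before the data were examined, each changed alone, only the unadjusted threshold (1730 genes, 913 lower) lies within 1.5 times of both. Combined with other such settings, the unadjusted threshold also does so in edgeR on only the groups compared (1563 and 832), with DESeq2 size factors (1736 and 930), without a filter (1773 and 950), at a mean of at least 5 CPM (1584 and 846) and with the replicate block (1887 and 1000), and in DESeq2's Wald test (1877 and 1016), as well as in limma on log2(FPKM + 1) (1849 and 663) and with a pseudocount of 0.1 (1827 and 651), and in limma without a filter (2288 and 837). At the adjusted threshold or with the fold limit the others do not: 356 and 221 with the fold limit, 601 and 299 in DESeq2's Wald test, 47 and 28 with DESeq2 size factors, 30 and 19 without a filter, 105 and 55 at a mean of at least 5 CPM, 0 and 0 on only the groups compared (edgeR, against 1563 and 832 unadjusted), 32 and 19 with the replicate block, 98 and 31 in limma on log2(FPKM + 1), 52 and 14 with a pseudocount of 0.1, and 278 and 86 without a filter. DESeq2 on only these 6 libraries at an unadjusted p below 0.05, chosen after seeing the values, gives 1555 genes, 883 lower, and does not call 15 of the genes of Supplementary Table 2. The length-corrected fit, also chosen after seeing the values, gives 1540 and 805; of the 1542 listed genes it tests, 1138 pass its adjusted threshold with the same sign.

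The paper counts 883 lower genes in the text while Supplementary Table 2 holds 884 with a negative log2 fold change. The paper names Igtp, Nos2 and Gadd45g among its lower genes, and Fig. 2D prints 16 genes. All 16 were lower here, 7 of them at an unadjusted p below 0.05 and 1, Ddx23, at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 16, 8 are not listed in Supplementary Table 2 (Bax, Bst2, Ddx39, Ddx39b, Igtp, Irf1, Nos2 and Psmb10). Igtp was not called in any setting run at an adjusted threshold. DESeq2's Wald test on all libraries also called Gadd45g (-0.70) and Socs3 (-0.30). Of the settings chosen after seeing the values, DESeq2 on only these groups called Gadd45g and Rab24. Genes called by the length-corrected fit included Gadd45g, Ogfr, Psmb8, Rab24, Rab34 and Socs3, and the fit with the covariate called these and Nos2 (-0.45).

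The paper finds immune system process, interferon-γ responses, MAPK regulation and autophagy among the terms of lower genes. With other term annotation and another tool, none was enriched here (one-sided Fisher's exact test, p from 0.174 to 1). Only genes listed under the term itself were counted, and 28 annotated lower genes were too few to show an absence of enrichment. The lower genes of Supplementary Table 2 were not tested for these terms. Of the settings tried only DESeq2's lower genes reached an unadjusted p below 0.05, for autophagy (Fisher's exact test, p = 0.0239, or 0.0954 adjusted over 4 terms).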

Other observations

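The tests of gene length, GC content, the genes of Supplementary Table 2 and the shared effect were chosen only after the length-related spread had been seen.

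Libraries of one group differed in a way that followed gene length. The median absolute Spearman correlation of a library's deviations with effective length was 0.587, and it was above 0.4 in 10 of 12 libraries. Correlation with GC content, with length held fixed, had a median of 0.124 against 0.570 for length with GC held fixed, which argues against GC content as the source. A length-related difference in RNA or library preparation is a candidate explanation for the spread, and no biological explanation was tested. Fold changes between groups followed length too. The Spearman correlation with length was -0.657 for siR_Nostrill without IFN-γ, 0.265 for siR_Nostrill with IFN-γ, -0.416 and 0.481 for IFN-γ in siR_Ctrl and siR_Nostrill cells and 0.649 for the interaction. Without IFN-γ the median log2 fold change was 0.27 in the shortest genes (up to 1435 nt) and -0.26 in the longest (from 4546 nt). Removing the trend lowered the biological coefficient of variation from 0.148 to 0.0834. The trend does not account for the called genes as a whole, since 25 of 26 genes without IFN-γ and 51 of 51 with IFN-γ kept their calls, and 96.4% of the tested genes of Supplementary Table 2 kept their sign and an unadjusted p below 0.05.

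The siR_Nostrill effect was partly shared between cells with and without IFN-γ. With the length trend removed, 74.0% of the 1540 genes called with IFN-γ had the same sign without it, and 11.7% were also called without it, and the Spearman correlation across genes was 0.160. Without that removal the correlation was -0.0701, so its sign depends on the removal. Of the 51 genes called with IFN-γ without that removal, 92.2% had the same sign without IFN-γ. The 2 comparisons use different libraries. This is consistent with an effect of siR_Nostrill that is in part independent of IFN-γ, as a hypothesis, and it does not separate an effect of Nostrill from one of the siRNAs. Genes are not independent replicates, so no p-value is given.

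The sense sequence of siRNA 25b_1 was found in 1 of 2 annotated Nostrill transcripts of GENCODE vM21, that of 25b_2 in 2 of 2 and that of 25b_3 in 0 of 2.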
